# Time-course microarrays reveal early activation of the immune transcriptome and adipokine dysregulation leads to fibrosis in visceral adipose depots during diet-induced obesity

**DOI:** 10.1186/1471-2164-13-450

**Published:** 2012-09-04

**Authors:** Eun-Young Kwon, Su-Kyung Shin, Yun-Young Cho, Un Ju Jung, Eunjung Kim, Taesun Park, Jung Han Yoon Park, Jong Won Yun, Robin A McGregor, Yong Bok Park, Myung-Sook Choi

**Keywords:** Adipocytokine dysregulation, Transcriptional response, Adipose tissue, Extracellular matrix, Cathepsin, Fibrosis

## Abstract

**Background:**

Visceral white adipose tissue (WAT) hypertrophy, adipokine production, inflammation and fibrosis are strongly associated with obesity, but the time-course of these changes *in-vivo* are not fully understood. Therefore, the aim of this study was to establish the time-course of changes in adipocyte morphology, adipokines and the global transcriptional landscape in visceral WAT during the development of diet-induced obesity.

**Results:**

C57BL/6 J mice were fed a high-fat diet (HFD) or normal diet (ND) and sacrificed at 8 time-points over 24 weeks. Excessive fat accumulation was evident in visceral WAT depots (Epidydimal, Perirenal, Retroperitoneum, Mesentery) after 2–4 weeks. Fibrillar collagen accumulation was evident in epidydimal adipocytes at 24 weeks. Plasma adipokines, leptin, resistin and adipsin, increased early and time-dependently, while adiponectin decreased late after 20 weeks. Only plasma leptin and adiponectin levels were associated with their respective mRNA levels in visceral WAT. Time-course microarrays revealed early and sustained activation of the immune transcriptome in epididymal and mesenteric depots. Up-regulated inflammatory genes included pro-inflammatory cytokines, chemokines (Tnf, Il1rn, Saa3, Emr1, Adam8, Itgam, Ccl2, 3, 4, 6, 7 and 9) and their upstream signalling pathway genes (multiple Toll-like receptors, Irf5 and Cd14). Early changes also occurred in fibrosis, extracellular matrix, collagen and cathepsin related-genes, but histological fibrosis was only visible in the later stages.

**Conclusions:**

In diet-induced obesity, early activation of TLR-mediated inflammatory signalling cascades by CD antigen genes, leads to increased expression of pro-inflammatory cytokines and chemokines, resulting in chronic low-grade inflammation. Early changes in collagen genes may trigger the accumulation of ECM components, promoting fibrosis in the later stages of diet-induced obesity. New therapeutic approaches targeting visceral adipose tissue genes altered early by HFD feeding may help ameliorate the deleterious effects of diet-induced obesity.

## Background

White adipose tissue (WAT) not only serves as a fuel storage depot but also releases a variety of bioactive factors, called adipokines, which have pro-and anti-inflammatory activity. In obesity, most adipokines, including leptin, resistin and tumor necrosis factor alpha (TNFα), are overproduced and promote inflammation. Whereas, the production of anti-inflammatory adipokines, such as adiponectin, is decreased with increasing adiposity. Since, inflammation is considered to be causal in the development of obesity and insulin resistance [1-3], the dysregulated production of adipokines caused by excessive adipose tissue expansion is linked to the pathophysiology of obesity-related metabolic syndrome [4].

There is a close relationship between inflammation and the extracellular matrix (ECM), which requires remodelling to accommodate adipocyte growth during adipose tissue expansion. In obesity, adipose tissue inflammation is further exacerbated by excessive accumulation of ECM components in adipose tissue, possibly as a result of pro-inflammatory cytokines released by adipocytes [5]. Excessive accumulation of ECM components may represent a key event in obesity-mediated adipose tissue fibrosis, similar to fibrosis in other tissues such as liver [6,7]. Acumulating evidence indicates that altered circulating adipokine levels contribute to the progression of cardiac or hepatic fibrosis [8,9]. Thus, adipokine dysregulation may also regulate remodeling of the adipocyte ECM and fibrosis. However, the actual time-course of adipokine dysregulation, inflammation, ECM accumulation leading to the development of adipose tissue fibrosis is yet to be fully established.

High-throughput microarrays assessing global gene expression changes provide a unique window into the molecular events occurring in adipose tissue during the development of obesity. Previous microarray studies have revealed that a high fat diet (HFD) is associated with adipokine dysregulation, inflammation and fibrosis [10-15]. However, these microarray studies tend to compare gene expression differences at a single end-point only or over short-time periods between 2–12 weeks. Following the molecular changes in adipose tissue during the development of obesity in humans is not feasible. Therefore, time-course models of diet-induced obesity in mice can help improve our understanding of the molecular pathogenesis of obesity *in-vivo*. However, the use of genetically obese animals or extremely high levels of dietary fat intake, which do not reflect normal dietary consumption hampers the translation of findings from mouse obesity models to humans [10-14]. Therefore we established a long-term diet-induced obesity model, by feeding C57BL/6 J mice with a high-fat diet (39%kcal) or normal diet for 24 weeks and sacrificing mice at regular time-points to allow in-depth time-course microarray analysis of visceral adipose tissue depots.

Accordingly the aim of the present study was to establish the time-course of changes in adipocyte morphology, adipokines and the global transcriptional landscape in visceral adipose tissue depots during the transition from a lean to obese phenotype in HFD fed mice. We primarily focus on the timing of changes associated with adipokine levels, inflammation and fibrosis, which are recognized as important factors associated with human obesity.

## Methods

### Animals

Three hundred and sixty male inbred C57BL/6 J mice were obtained from the Jackson Laboratory (Bar Harbor, ME) at 4 weeks of age. All the mice were individually housed under a constant temperature (24°C) and 12-hour light/dark cycle, fed the AIN-76 semi-purified diet for one week acclimation period after arrival, and then randomly divided into a normal diet (ND) and an HFD group, with 18 mice per group for 0, 2, 4, 6, 8, 12, 16, 20 and 24 weeks. After the acclimation, the HFD group was fed the AIN-76 semi-purified diet with 39.2 kcal% fat (American Institute of Nutrition, 1977) consisting of 20% fat and 1% cholesterol ( Additional file 1: Table S1). Every 2–4 weeks, after a 12 h fast, blood samples were drawn from the inferior vena cava. Blood was collected in heparin-coated tubes, centrifuged at 1,000 × g for 15 min at 4°C and then stored at −70°C. Mice were anaesthetized and sacrificed at 0, 2, 4, 6, 8, 12, 16, 20 and 24 weeks. The adipose tissues were then removed, rinsed, weighed, immediately frozen in liquid nitrogen, and stored at −70°C until further analysis. The current study protocol was approved by the Ethics Committee for animal studies at Kyungpook National University, Republic of Korea.

### Plasma adipokines

Radioimmunometric assays were performed for the measurement of plasma amylin (amylin RIA kit; Diagnostic Systems Laboratories), adipsin (adipsin RIA kit; PerkinElmer Life and Analytical Sciences, Boston, MA), adiponectin (adiponectin RIA kit; PerkinElmer Life and Analytical Sciences, Boston, MA), leptin (Mouse leptin RIA kit; Linco Research, St. Charles, MO), and resistin concentrations (resistin RIA kit; PerkinElmer Life and Analytical Sciences, Boston, MA).

### Morphology of fat tissues

Epididymal adipose tissue was fixed in 10% (v/v) paraformaldehyde/PBS and embedded in paraffin for staining with hematoxylin and eosin (H&E) and Masson’s trichrome. The stained area was viewed using a microscope at a magnification of 200× and 400×, respectively.

### RNA preparation and quality control

Total RNA was extracted from the adipose tissue using TRIZOL reagent (Invitrogen Life Technologies, Grand Island, NY) according to the manufacturer’s instructions. DNase digestion was used to remove any DNA contamination and RNA was re-precipitated in ethanol to ensure no phenol contamination. For quality control, RNA purity and integrity were evaluated using the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, USA). For epididymal adipose tissue, six pooled RNA sample sets were constructed for the ND and HFD groups at each time-point as described previously [16]. In mesenteric adipose tissue, one pooled RNA sample set was constructed for the ND and HFD groups at each time-point based on 18 individual samples. RNA was stored at −70°C prior to further analysis by microarray and RT-qPCR.

### Microarray analysis

Total RNA was amplified and purified using the Ambion Illumina RNA amplification kit (Ambion, Austin, USA) to yield biotinylated cRNA according to the manufacturer’s instructions. After purification, the cRNA was quantified using the ND-1000 Spectrophotometer (NanoDrop, Wilmington, USA). 750 ng of labelled cRNA samples were hybridized to each Illumina MouseWG-6 v2 Expression BeadChip for 16–18 h at 58°C, according to the manufacturer's instructions (Illumina, Inc., San Diego, USA). Detection of array signal was carried out using Amersham fluorolink streptavidin-Cy3 (GE Healthcare Bio-Sciences, Little Chalfont, UK) following the bead array manual. The quality of hybridization and overall chip performance were monitored by visual inspection of both internal quality controls and the raw scanned data. Raw data was extracted using the Illumina BeadStudio software provided by the manufacturer. Probe signal intensities significantly higher than background intensities were determined (detection p-value > 0.05), but probe signal data were not filtered to preserve probes with low expression at different time points. Probe signal intensities were quantile normalized and log transformed. Microarray analysis was performed in ArrayAssist (Stratagene, USA), Bioconductor and R programing language. LIMMA was used to determine significant differentially expressed genes (HFD responsive genes) between HFD- and ND-fed mice at each time point based on FDR < 5%, Benjamin and Hochberg adjusted *p*-value <0.05 and log fold change >1 [17]. This microarray data was deposited in Gene Expression Omnibus (GEO) database (GEO accession numbers: GSE39549).

### RT-qPCR

The same total RNA (1 μg) samples that were hybridised to microarrays were reverse-transcribed into cDNA using the QuantiTect® reverse transcription kit (Qiagen, Germany). Then mRNA expression was quantified by real-time quantitative PCR, using the SYBR green PCR kit (Qiagen, Germany) and the CFX96^TM^ real-time system (BIO-RAD). Gene specific mouse primers were used to detect leptin, adiponectin and resistin (Additional file 2: Table S2). Cycle thresholds were determined based on SYBR green emission intensity during the exponential phase. Ct data were normalized using Gapdh, which was stably expressed in both HFD and ND fed mice. Relative gene expression was calculated using the 2^−△△^Ct method [18].

### Functional features of high-fat feeding responsive genes in visceral adipose tissues

To identify which biological processes were associated with the visceral adipose tissue genes altered by HFD at one or more time-points over 24 weeks, enriched functional features were identified using DAVID [19]. The analysis was performed using Gene Ontology and Pathways and mapped by DAVID ID. Then the DAVID Functional Annotation Clustering tool [19] was applied to identify enriched biological themes and cluster redundant annotation terms.

### Identification of genes that respond to both age and high-fat diet simultaneously in epididymal adipose tissue

Next, we examined which HFD-responsive genes in epididymal adipose tissue were correlated with age and/or body mass. At first, genes affected by advancing age were identified by examining genes that were continuously up- or down-regulated in the both ND and HFD group. These genes were overlaid with the HFD-responsive genes (HFD vs. ND, fold change > 2 and p-value < 0.05) to screen genes that responded to both age and high-fat diet simultaneously in epididymal adipose tissue. These overlapped genes were selected and correlated with body mass.

### Statistical analysis

The parameter values were expressed as the mean (standard error of the mean (SEM). Significant differences between groups were determined by student’s t-test and wilcoxon t-test using the SPSS program (SPSS Inc., Chicago, IL). Correlation analyses utilized the Pearson’s coefficient. Results were considered statistically significant at p < 0.05.

## Results

### Time-course of changes in body weight and food efficiency during diet-induced obesity

Significant increases of body weight gain and energy consumption were observed in the HFD group after the 4^th^ week and 2^th^ week, respectively. The food efficiency ratio (FER) was also significantly increased in the HFD group after the 4^th^ week of high-fat feeding (Additional file 3:Table S3) [20] compared to the ND group.

### Time-course of changes in WAT depot weights, adipocyte size and adipose tissue fibrosis during diet-induced obesity

When WAT weights were expressed in g/100 g WAT, visceral WAT depots including epididymal, perirenal, retroperitoneum, mesentery WAT were significantly increased from week 2 in the HFD group compared to ND group. Similarly, from week 2, subcutaneous WAT was significantly higher in the HFD group (Figure 1). In addition to increased body fat, adipocyte size was also enlarged in the epididymal WAT depot in a time-dependent manner (Figure 2A).

**Figure 1:**
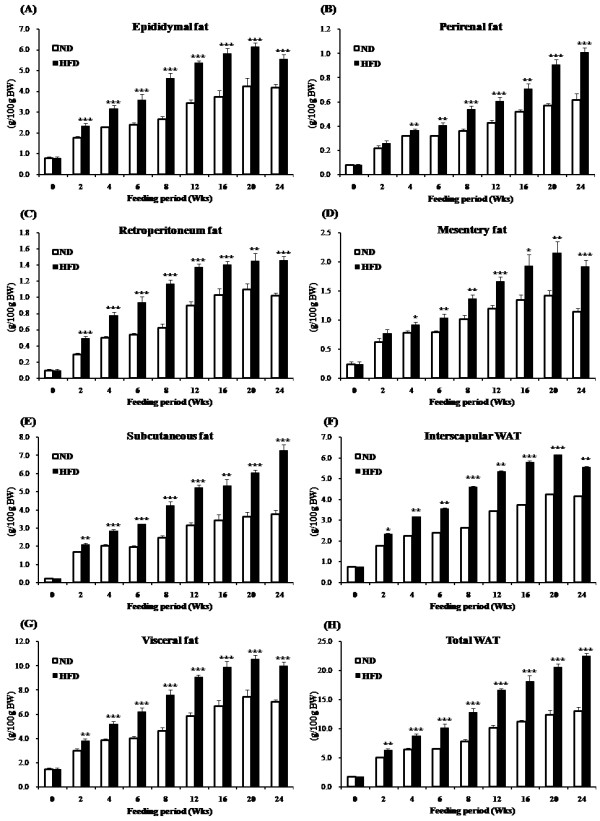
**Timely effect of high-fat feeding on adipose tissue weights over 24 weeks in C57BL/6 J mice.** Data shown as means ± S.D. Values are significantly different from the ND group according to Student's test: *p < 0.05, **p < 0.01, ***p < 0.001. ND: normal diet (AIN-76), HFD: high-fat diet (20% fat, 1% cholesterol), WAT: white adipose tissue.

**Figure 2:**
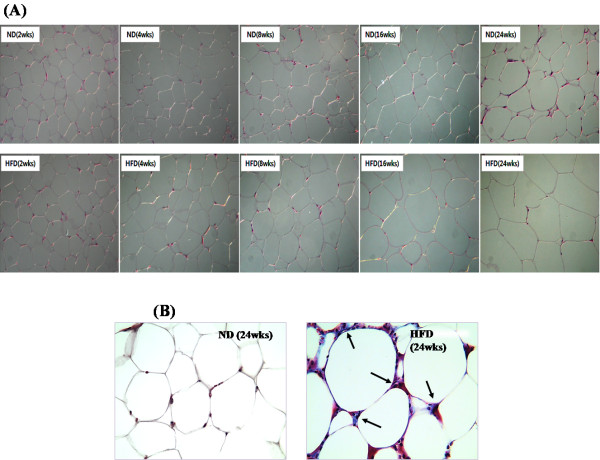
**Timely effect of high-fat feeding over 24 weeks on (A) H&E and (B) Masson’s trichrome staining of epididymal white adipose tissue in C57BL/6 J mice.** (**A**) H&E stained transverse-section of epidydimal fat. Original magnification × 200. (**B**) Masson’s trichrome stained transverse-section of epidydimal fat. Fibrillar collagens, primarily collagen I and III, are stained with blue as indicated with arrowheads. Nuclei and keratin are stained with deep purple and red, respectively. Original magnification × 400. ND: normal diet (AIN-76), HFD: high-fat diet (20% fat, 1% cholesterol).

To assess fibrosis Masson's trichrome staining was performed, which revealed the epididymal WAT depot of the HFD group contained very pronounced trichrome-positive “streaks” interspersed among the adipocytes at 24 weeks. Whereas, the epididymal WAT depot of the ND group revealed a normal fat-pad, with densely packed and very thin collagen sheets surrounding each adipocyte at week 24 (Figure 2B).

### Time-course of changes in plasma adipokine, glucose, insulin and lipids levels during diet-induced obesity

The time-course of changes in plasma adipokine levels in response to HFD is shown in Figure 3. The most prominent changes were observed in leptin and resistin levels, which were increased from week 4 to week 24 in the HFD group. Plasma adipsin levels were also elevated in the HFD group from week 4, reaching a peak at week 6 and thereafter gradually decreasing. In contrast, plasma adiponectin levels in the HFD group tended to be lower than in the ND group for the overall feeding period and were significantly lower at week 20 and 24. Fasting blood glucose and insulin resistance and plasma total cholesterol concentration were markedly elevated in the HFD group after 16 week and 6 weeks, respectively. No differences in plasma TG and FFA levels were detectable between the HFD group and ND group at any time points (data not shown) [21].

**Figure 3:**
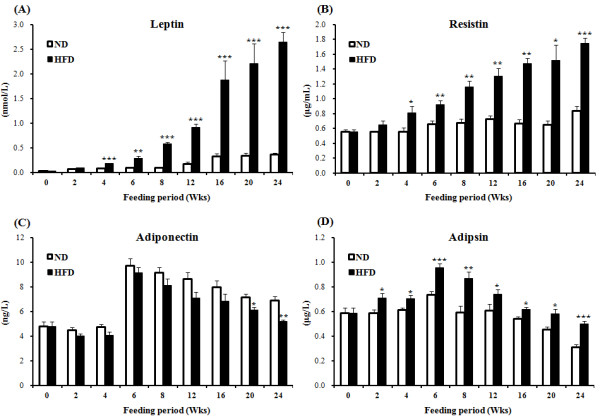
**Time-resolving effect of high-fat feeding over 24 weeks on plasma concentration of (A) leptin, (B) resistin, (C) adiponectin and (D) adipsin in C57BL/6 J mice.** Data shown as means ± S.D. Values are significantly different from the ND group according to Student's test: *p < 0.05, **p < 0.01, ***p < 0.001. ND: normal diet (AIN-76), HFD: high-fat diet (20% fat, 1% cholesterol).

### Time-course of transcriptional changes in epididymal and mesenteric WAT depots during diet-induced obesity

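RNA pools from epididymal WAT (EAT) of C57BL/6J mice fed the high-fat diet (HFD) or the AIN-76 normal diet (ND) were hybridized to Illumina MouseWG-6 v2 BeadChips, which carry 45281 probes. The EAT data hold 30 arrays, with 3 pools for each diet at 2, 4, 8, 20 and 24 weeks. The authors extracted probe intensities with BeadStudio and deposited them without normalization, each with a detection p-value. The intensities were quantile normalized here across the 30 arrays and log2 transformed, with no filter on dim probes. These values differed by at most 0.000715 from the normalized log2 values that the authors deposited. HFD was compared with ND at each week with limma, in 1 fit over the 30 arrays, and a probe was taken as HFD-responsive at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. On each array 39.8% to 47.7% of the probes (median 42.7%) were detected at a detection p under 0.05. The correlation between 2 replicate arrays of a group was 0.956 to 0.996 (median 0.993). The background of an array, taken as the 5th percentile of its probe intensities, was 109.9 to 121 on the 3 ND arrays of 2 weeks and the 6 arrays of 24 weeks, and 75.7 to 92.1 on the other 21 arrays. The first principal component, with 39.7% of the variance, separated the same 9 arrays from the other 21. At 2 weeks the ND arrays had a background of 118 to 119.7 and the HFD arrays one of 89.9 to 92.1, so that diet coincides with a difference between groups of arrays at that week, while at each other week both diets lay on the same side. The number of pools limits the precision, and a p-value measures the spread between pools rather than between mice. A gene with several probes is given by its brightest probe unless another probe is named.

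**Figure D1:**
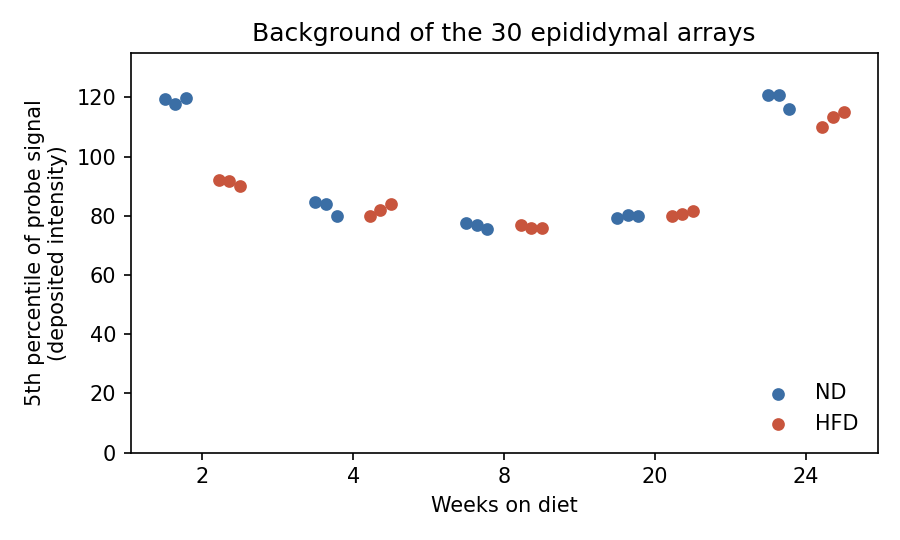
Background of the 30 EAT arrays (vertical axis, 5th percentile of deposited probe intensity, from 0) by week of feeding and diet, 1 point per array. The 3 ND arrays of 2 weeks and the 6 arrays of 24 weeks lie at 109.9 to 121, and the other 21 arrays at 75.7 to 92.1.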

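Genes of lipid-laden macrophages were among the largest increases at 20 and 24 weeks. Trem2, a lipid-sensing receptor of macrophages, was 13.8-fold higher on the HFD at 20 weeks (log2 fold change 3.78, standard error 0.245, adjusted p = 1.72e-10 from limma, n = 3 pools per diet) and 11.9-fold higher at 24 weeks (adjusted p = 1.54e-10). Gpnmb, a glycoprotein of macrophages with a high lysosome content, rose at 24 weeks by a log2 fold change of 3.04 on its brightest probe and 4.59 on probe ILMN_2614655, which showed the largest increase of that week. Ubd, a ubiquitin-like modifier induced by inflammatory cytokines, rose by 1.86 at 8 weeks (adjusted p = 0.029), 2.89 at 20 weeks and 2.02 at 24 weeks on the log2 scale. Among the decreases at 24 weeks were Cyp2e1, a cytochrome P450 of fat and liver (log2 fold change -3.26, standard error 0.17, adjusted p = 1.64e-12), the fatty acid receptor Ffar4 (-1.58, adjusted p = 9.08e-09), Acss2, which makes acetyl-CoA from acetate (-1.75), and Retnla, a product of alternatively activated macrophages (-2.06, adjusted p = 0.0538 with that week fitted alone). At 20 weeks the largest falls without overlap of the pools were those of Cuzd1, Cdh16 and Cdhr5. The epithelial and mesothelial keratin Krt8, at rank 7, fell by 2.47 (adjusted p = 1.26e-05). In the mesothelial cell list, which holds Krt8, 3 of 8 genes fell and none rose, at a list median of -0.64. At 8 weeks the acute-phase gene Saa1 rose by a log2 fold change of 2.34 (standard error 0.408, adjusted p = 0.00471). Apoa4, an apolipoprotein of liver and intestine, fell by 1.07 on probe ILMN_2834123 (adjusted p = 0.0221, or 0.177 after normexp background correction). It also fell on probe ILMN_2754104 (-0.77, adjusted p = 0.0318). Apoa4 did not pass on probe ILMN_1250349 (-0.89, adjusted p = 0.0778), though it did with that week fitted alone (adjusted p = 0.0193). Another Saa1 probe had a value of -0.0638 at that week. The 8-week arrays of both diets also held liver transcripts, with Apoa1 higher by 5.57 on the log2 scale than at the other weeks, and in liver itself Saa1 and Ubd rose and Apoa4 fell on the HFD.
At 4 weeks Ido1 (2.74, adjusted p = 0.0347) and Wars (1.4, adjusted p = 0.00041), both of tryptophan metabolism and interferon-inducible, rose, but with that week fitted alone neither passed (adjusted p = 0.715 and 0.336). The list of epididymis epithelium genes had a median log2 change of 2.29 at that week, with 5 of 18 genes up, none down and 10 up when adjusted over the list alone (camera, adjusted p = 1.55e-12, or adjusted p = 0.175 with an estimated correlation), and this signal lay in HFD pools 2 and 3. At 2 weeks the largest rises without overlap of the pools were those of Mup2, Prm1, Kcnn3, Mup3 and H2-Aa, in that order. Prm1 belongs to the testis and sperm list, and Spink8, at rank 7, to the epididymis epithelium list. H2-Aa, an MHC class II chain, was 24.2-fold higher (adjusted p = 1.37e-15), and the potassium channel gene Kcnn3, not detected in any ND pool, was at least 30.4-fold higher. Thrsp, a regulator of lipogenesis, fell by 2.3 on the log2 scale (standard error 0.187, adjusted p = 7.17e-10), Bcat2, which starts branched-chain amino acid breakdown, fell by 2.14, and the glycerol-3-phosphate dehydrogenase Gpd1 fell by 1.65. At this week the ND arrays had the higher background. H2-Aa (0.73, adjusted p = 0.0946), Thrsp (-0.87, adjusted p = 0.0576) and Bcat2 (-0.12, adjusted p = 0.818) did not pass less the ND 20-to-24-week difference, a choice made after seeing the data. Here and below, the subtraction also takes out any change of ND mice between 20 and 24 weeks and adds the error of 2 further groups. A lost call can therefore be a loss of precision and does not show that a diet effect is absent. For 540 probes HFD-responsive at 2 weeks, the same gene had another probe detected on all 6 arrays. For 202 of the 540 (37.4%) that probe changed in the same direction at an adjusted p under 0.05, with no threshold on its fold. For 248 it had the opposite sign. These numbers were 137 (94.5%) and 4 of 145 at 20 weeks, and 215 (91.9%) and 6 of 234 at 24 weeks.
Probes that rose numbered 1648, 60, 34, 288 and 442 at 2, 4, 8, 20 and 24 weeks, and those that fell 285, 0, 3, 197 and 130. With median scaling in place of quantile normalization, 1497, 45, 34, 436 and 383 rose and 571, 3, 1, 171 and 233 fell at these weeks, and after normexp background correction 2871, 65, 110, 586 and 873 rose and 1980, 4, 7, 509 and 364 fell. At 4 weeks 2 fell at an unadjusted p under 0.05, and 2 by the methods' t-test unadjusted. Without HFD pools 2 and 3, 1 HFD array is left at 4 weeks, too few for a total. Leaving out 1 array in turn gave totals of 3 to 276 at 4 weeks and 23 to 30 at 8 weeks. With each week fitted alone the 4-week total was 0. By the methods' t-test with Benjamini-Hochberg adjustment the totals were 1536, 0, 0, 92 and 107 at the 5 weeks. At any week, 2212 probes rose and 569 fell, 2748 in all, on 2049 gene symbols. Without the 2-week arrays, a choice made after seeing the data, 860 probes responded at any week. Of the probes that rose, 1968 did so at 1 week, 229 at 2, 14 at 3, 1 at 4 and 0 at all 5 weeks. The diet effect differed between weeks for 13145 probes (limma F-test of the interaction, adjusted p under 0.05), and for 2740 without the 2-week arrays.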

In the epididymal WAT depot, 2037 genes were altered at one or more time points in response to HFD intake over 24 weeks (Table 1), of which 1610 genes were up-regulated and 445 genes were down-regulated. 

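The mesenteric WAT (MAT) data hold 10 arrays of the same BeadChip, 1 pool of RNA per diet at each of the 5 weeks. The authors deposited intensities and detection p-values as for EAT, and these were quantile normalized across the 10 arrays and log2 transformed, which gave values within 0.00112 of the normalized log2 values that the authors deposited. EAT and MAT were normalized separately, so that levels are not compared between the depots. With 1 array per group a difference at a single week has no replicate check and cannot be tested. A diet effect over the 5 weeks together was not tested. The log2 differences between the HFD and ND arrays of a week are given as they are, and a change over 2-fold was counted, as in Table 1. A gene list is described by the percentile of its median among 10000 random lists of the same size matched on mean signal, which describes these arrays only. Between 35.8% and 45.2% of the probes (median 44.0%) were detected on an array. The 5th percentile of intensity was 108 on the ND array and 81.3 on the HFD array of 2 weeks, 117 and 122 at 24 weeks, and 81.5 to 84.8 on the other arrays.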

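Genes of fatty acid synthesis were among the largest decreases in the MAT arrays. Elovl6, a fatty acid elongase, differed between the HFD and the ND array by a log2 value of -2.42 at 2 weeks, -2.07 at 4 weeks, 0.29 at 8 weeks, -2.14 at 20 weeks and -4.81 at 24 weeks. At 24 weeks Acss2 differed by -3.95 and Acly, which makes cytosolic acetyl-CoA from citrate, by -3.55. Among the largest increases at 20 weeks were Ubd (2.43), the macrophage elastase gene Mmp12 (2.29), Gpnmb (1.99), the CD8 chain gene Cd8b1 (1.42) and Trem2 (1.4). The macrophage list had a median of 0.13 at that week, at the 94.3rd percentile of random lists and within their central 95%, and the lymph node stroma list one of 0.50.
Genes of neighbouring tissues also stood among the largest differences. At 2 weeks the muscle genes Acta1 and Mylpf (probe ILMN_2977331) differed by -5.29 and -5.85, with a median of -4.56 over the skeletal muscle list, and Cidea, a lipid droplet gene of brown fat, differed by -3.50. The intestinal mucin gene Muc2 differed by 5.85 at 4 weeks and -5.61 at 8 weeks, and the antimicrobial gene Reg3b of the gut by 6.04 at 4 weeks and 3.68 at 24 weeks. The intestinal epithelium list had a median of 1.71 at 4 weeks, -2.59 at 8 weeks, -0.78 at 20 weeks and 2.42 at 24 weeks, and the exocrine pancreas list one of -1.70 at 8 weeks.
Probes over 2-fold higher on the HFD numbered 722, 210, 59, 34 and 546 at 2, 4, 8, 20 and 24 weeks, and those over 2-fold lower 371, 14, 301, 258 and 383. At any week, 1285 were higher and 1080 lower, 2077 in all. With median scaling, 296 were higher and 765 lower at 2 weeks, and 1044 higher and 1364 lower at any week.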

In mesenteric WAT depot, 1784 genes were altered at one or more time point in response to HFD intake over 24 weeks, of which 1134 genes were up-regulated and 892 genes were down-regulated (Table 1). Functional gene ontology terms associated with these HFD responsive genes in the epididymal WAT and mesenteric WAT depots were clustered using DAVID (Table 2). Immune and inflammatory system function terms were enriched among the consistently up-regulated genes across all time-points, in response to HFD, in both the epididymal and mesenteric WAT depots (Table 2A). 

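Macrophage genes rose in EAT at 20 and 24 weeks. Of 15 measured macrophage markers, 11 rose, 1 fell and 3 did not pass the test at 20 weeks, with 13 up and 1 down when adjusted over the list alone, at a median log2 change of 0.88 (limma's camera, adjusted p = 2.11e-16, and 0.00438 as the adjusted p with an estimated correlation). At 24 weeks 13 rose and 1 fell, at a median of 1.16. Fcgr3, an Fc receptor, rose by a log2 fold change of 1.28 at 20 weeks and 1.54 at 24 weeks (standard error 0.12, adjusted p = 1.41e-09, n = 3 pools per diet), and Mpeg1, a pore-forming protein of macrophages, by 1.57 (adjusted p = 4.82e-08) and 1.18. Of 11 genes of lipid-associated macrophages, 8 rose and none fell at 20 weeks (median 1.1, adjusted p = 1.09e-14, or adjusted p = 0.00458 with an estimated correlation), and 6 rose at 24 weeks, Lgals3 among them (1.89).
Lysosomal genes rose as well, 15 of 20 at 24 weeks with none down (16 up when adjusted over the list alone), at a median of 0.70 (adjusted p = 2.91e-14, or adjusted p = 0.00498 with an estimated correlation). One was Hexa, a lysosomal hexosaminidase (1.19, adjusted p = 1.12e-08). Of 18 cell cycle genes, 11 rose at 20 weeks and 12 at 24 weeks and none fell (medians 0.60 and 0.74, adjusted p = 0.00458 and 0.00671 with an estimated correlation), among them the replication licensing gene Mcm5 (1.51 at 24 weeks) and Cdk1 (1.07). Of 8 MHC class II genes, 7 rose at 20 weeks and 4 at 24 weeks and none fell, at medians of 0.66 and 0.45, and these calls were lost with an estimated correlation (adjusted p = 0.235 and 0.463). Of 22 chemokine genes, 7 rose and 1 fell at 20 weeks, and 9 rose and 3 fell at 24 weeks (adjusted p = 0.468 and 0.752 with an estimated correlation). No T cell list call passed at 8, 20 or 24 weeks. In the same arrays of 24 weeks the adipocyte list had a median of -0.46, with 8 of 13 genes down and none up (adjusted p = 6.05e-07, or adjusted p = 0.0896 with an estimated correlation), and the endothelial cell list one of -0.31.
At earlier weeks fewer macrophage markers passed. At 8 weeks 1 rose and 14 did not pass (5 up when adjusted over the list alone, median 0.24), and at 4 weeks 1 fell and none rose (median -0.15). At 2 weeks, where the ND arrays had the higher background, 7 rose and 1 fell, with log2 fold changes of 2.24 for the growth factor receptor Csf1r and 2.95 for Mpeg1. Less the ND 20-to-24-week difference, a choice made after seeing the data, these were 0.25 and -0.0473, and another Csf1r probe fell by 0.52 (adjusted p = 0.0252). The list's adjusted p with an estimated correlation was 0.205 at 2 weeks, 0.272 at 4 weeks and 0.0904 at 8 weeks.
In MAT all 8 MHC class II genes were higher on the HFD at 2, 8, 20 and 24 weeks, at medians of 0.50, 0.25, 0.44 and 0.79, the 99.8th percentile of random lists or above, and at 4 weeks 2 were higher and 5 lower (median -0.0478). Macrophage markers had a median of 0.31 at 2 weeks (11 higher and 4 lower), when the ND array had the higher background, and of 0.0232, 0.0767, 0.13 and 0.16 at 4, 8, 20 and 24 weeks. T cell genes had a median of 0.60 at 20 weeks (12 higher, none lower), with the T cell receptor gene Cd3e at 0.97, and B cell genes one of 0.50 at 20 weeks and 1.14 at 24 weeks, with the B cell receptor gene Cd79b at 1.47 at 24 weeks. The lymph node stroma list moved with them, at medians of 0.42, -0.34, 0.50 and 0.56 at 2, 4, 20 and 24 weeks. The paper reports immune and inflammatory terms as enriched among the genes up-regulated in each depot.

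**Figure D2:**
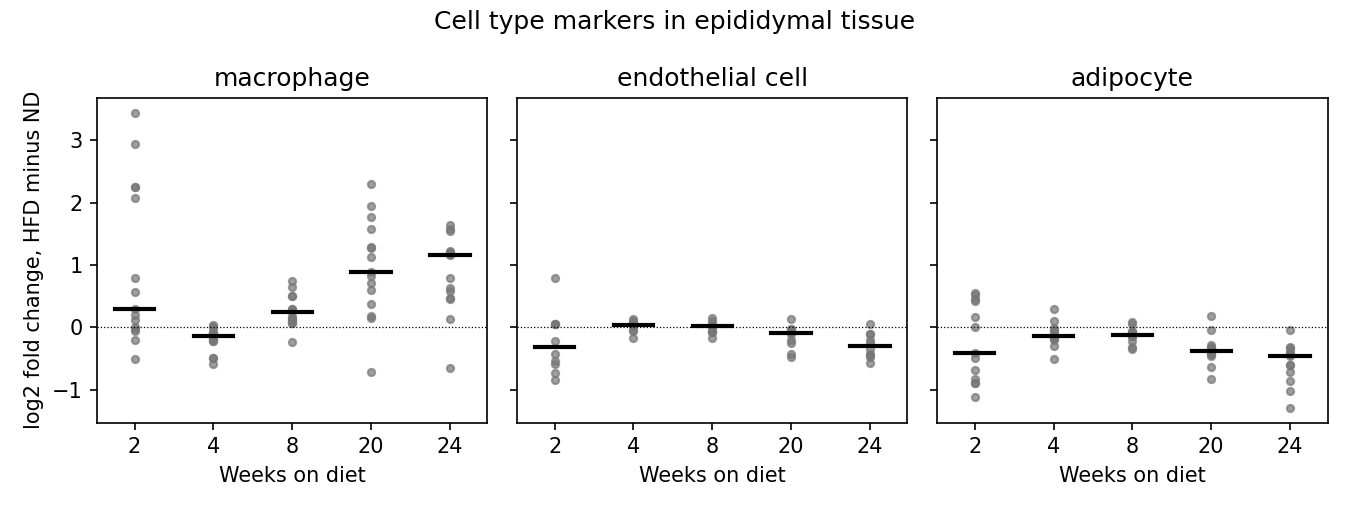
Log2 fold change (HFD minus ND, vertical axis) of each measured gene of the macrophage, endothelial cell and adipocyte lists in EAT at each week, 1 point per gene, with a bar at the list median. At 24 weeks the medians were 1.16 for the macrophage, -0.31 for the endothelial cell and -0.46 for the adipocyte list.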

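Glycolysis genes were lower on the HFD in MAT at 2, 4 and 24 weeks and went both ways in EAT. In the MAT arrays of 24 weeks, 11 of 17 genes were lower, at a median log2 difference of -0.60, below each of 10000 random lists. Aldoa, the aldolase of the glycolytic pathway, differed by -2.00, the insulin-responsive glucose transporter Slc2a4 by -1.57 and the phosphofructokinase gene Pfkl by -1.48. In the same arrays the adipocyte list was lower (-0.57) and the intestinal epithelium and lymph node stroma lists were higher (2.42 and 0.56). At 4 weeks the glycolysis median was -0.27. At 2 weeks it was -0.82, and 5 of the 17 genes were over 2-fold lower. These included the lactate dehydrogenase Ldha (-1.29) and the muscle enolase Eno3 (-2.86), at a week when muscle genes also differed between the arrays.
In EAT 10 of the 17 glycolysis genes fell and 4 rose at 2 weeks (median -0.30, camera adjusted p = 0.199), with Aldoa at -1.37 (standard error 0.106, adjusted p = 2.87e-10 from limma, n = 3 pools per diet) and the ND arrays at the higher background. Aldoa did not pass less the ND 20-to-24-week difference, a choice made after seeing the data (-0.49, adjusted p = 0.0568). None passed the test at 20 weeks. At 24 weeks 3 fell and 1 rose (3 up and 4 down when adjusted over the list alone, median -0.03, camera adjusted p = 0.801). Slc2a4 fell by 1.02 on the log2 scale at 24 weeks (adjusted p = 0.000838).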

Glucose metabolic system function terms were enriched among the down-regulated genes (Table 2B). Lipid and cholesterol metabolism related functional gene ontology terms were specifically enriched among the down-regulated genes in the mesenteric WAT depot across all time-points.

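Genes of lipid and cholesterol synthesis were lower on the HFD in the MAT arrays of 2, 4, 20 and 24 weeks but not of 8 weeks. Of 20 lipogenesis genes, 19 were lower and 1 higher at 24 weeks, at a median log2 difference of -1.67, and the medians at 2, 4 and 20 weeks were -0.80, -0.23 and -0.50, each below all 10000 random lists. At 8 weeks the median was 0.16, at the 99.96th percentile. At 24 weeks Thrsp differed by -3.21, the mitochondrial citrate carrier Slc25a1 by -3.31, the malic enzyme Me1, which supplies NADPH, by -2.84, and the fatty acid synthase Fasn by -1.73. Of 18 genes of cholesterol synthesis, 15 were lower and 3 higher at 24 weeks (median -0.47), and medians were -0.36, -0.30 and -0.15 at 2, 4 and 20 weeks. Fdps, which makes farnesyl diphosphate, differed by -1.11 at 2 weeks and -2.21 at 24 weeks, and the sterol dehydrogenase Nsdhl by -1.11 and -2.07. These differences rest on 1 array per group. The adipocyte list was also lower, at medians of -0.46 at 2 weeks and -0.57 at 24 weeks (0.08th and 0.03rd percentile of random lists), but not at 4 and 20 weeks (0.0793 and -0.0113), while at 24 weeks the intestinal epithelium and lymph node stroma lists were higher. At 2 weeks the ND array had the higher background.
In EAT lipogenesis genes fell at 24 weeks, 14 of 20 with none up, at a median of -0.71 (camera adjusted p = 3.92e-08, or adjusted p = 0.147 with an estimated correlation), among them Thrsp (-1.49, standard error 0.187, adjusted p = 3.34e-06 from limma, n = 3 pools per diet), Elovl6 (-1.62) and the transcription factor gene Mlxipl (-0.73). In the same arrays 8 of 13 adipocyte genes fell and none rose (median -0.46). At 20 weeks 6 fell and none rose (median -0.32). At 2 weeks 13 fell and 2 rose, Me1 being one of those that rose (2.27), and the ND arrays had the higher background. Less the ND 20-to-24-week difference, a choice made after seeing the data, the value of Me1 was -0.37. Cholesterol synthesis genes in EAT went the other way at 20 weeks, when 6 of 18 rose and none fell (median 0.18, adjusted p = 0.00154, or adjusted p = 0.264 with an estimated correlation). At 24 weeks 4 rose and 1 fell. The paper places the decrease of lipid and cholesterol terms in MAT, and its enrichment also lists fatty acid metabolism among the terms that fell in EAT.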

**Table 1:** Number of high-fat diet responsive genes in two visceral WAT depots at multiple time-points in C67BL/6 J mice

	**Epididymal WAT**			**Mesenteric WAT**		
**Time (week)**	**Fold-changed genes**	▴	▼	**Fold-changed genes**	▴	▼
**2**	1478	1233	245	999	684	315
**4**	3	1	2	190	177	13
**8**	37	34	3	306	49	257
**20**	339	200	139	247	32	215
**24**	431	341	90	751	445	306
**All**	2037	1610	445	1784	1134	892

Differentially expressed genes based on HFD v ND comparison at each time-point according to p-value < 0.05, fold change > 2 in the epididymal WAT depot and fold change > 2 in the mesenteric WAT depot. Unique HFD responsive genes were differentially expressed at one or more time-points.

**▴:** up-regulated, **▼:** down-regulated, WAT: white adipose tissue.

**Table 2:** Functional annotation gene clusters (A) up-regulated and (B) down-regulated in visceral adipose tissue depots by high-fat feeding in C57BL/6 J mice over 24 weeks

	**Depot**	**E.S.**	**Functional terms**	**No. of genes**	**p-value**
(A)	Epididymal WAT	5.34	Inflammatory response	41	1.10E-06
			Response to wounding	53	6.40E-06
			Defense response	62	8.20E-06
		2.59	Regulation of phagocytosis	10	4.20E-05
		2.23	Cell activation	38	5.60E-05
		2.09	Positive regulation of immune system process	37	2.30E-06
			Positive regulation of immune response	25	8.40E-05
	Mesenteric WAT	4.84	Positive regulation of immune system process	32	3.80E-08
			Positive regulation of immune response	25	5.40E-08
			Activation of immune response	17	4.40E-06
		3.48	Defense response	47	3.40E-06
		2.72	Cell activation	32	2.10E-06
			Leukocyte activation	28	1.50E-05
			Lymphocyte activation	25	3.10E-05
(B)	Epididymal WAT	5.77	Fatty acid metabolic process	20	1.60E-08
		3.55	Hexose metabolic process	20	2.80E-09
			Monosaccharide metabolic process	21	3.40E-09
			Glucose metabolic process	17	3.40E-08
	Mesenteric WAT	12.62	Glucose metabolic process	36	2.80E-18
			Monosaccharide metabolic process	40	8.20E-17
			Hexose metabolic process	37	4.80E-16
			Glycolysis	17	7.60E-12
			Gluconeogenesis	7	9.10E-05
		4.41	Steroid metabolic process	26	3.80E-08
			Sterol metabolic process	16	9.10E-07
			Cholesterol metabolic process	15	1.50E-06
			Lipid biosynthetic process	32	1.90E-06
			Lipid catabolic process	20	5.60E-06
			Acetyl-CoA metabolic process	9	3.70E-05

Functional annotation terms enriched amongst the up/down regulated genes in epididymal and mesenteric WAT of HFD fed C57BL/6 J mice over 24 weeks. Functional annotation terms were clustered according to biological processes. WAT: white adipose tissue; E.S.: Enrichment Score.

### Epididymal WAT depot genes altered by advancing age and diet-induced obesity

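Over the 30 EAT arrays, 71 probes rose and 39 fell in group mean log2 signal at each of the 4 steps from 2 to 24 weeks in both diets. Of these, 13 also rose and 1 also fell on the HFD at 1 or more weeks. The rising probes measure Rgs1, a regulator of G protein signalling in leukocytes, the leukocyte actin bundler Lcp1, the macrophage receptors Emr1 and Sirpa, the lysosomal glucuronidase Gusb, the chemokine Ccl7, the MHC class II accessory gene H2-DMb2, the lymphocyte receptor Ly9, the phosphatase Ptpre, Evi2a, the Wnt inhibitor Sfrp5, and the transcripts labelled LOC100041137 and scl000528.1_16. The falling probe measures Acacb, the acetyl-CoA carboxylase that restrains fatty acid oxidation. They are the 14 probes of Table S4. A rise over the weeks was not tested by this rule. With a trend by limma at an adjusted p under 0.05 in both diets as a further condition, the counts were 66 rising and 33 falling, with the same overlap of 13 and 1, and with median scaling the overlap was 9 and 2. When the order of the weeks was permuted within each diet, 20 draws gave 0 to 21 probes that rose or fell at each step in both diets. These draws stand beside the 71 and 39 of the real order and were not limited to HFD-responsive probes. The order was drawn separately for each diet, so that a change shared by both diets at a week was broken in the draws but kept in the real order. Such a change includes the high background at 24 weeks. The draws therefore do not tell how many probes would pass without an effect of age. In ND mice the first step goes from arrays with a high to arrays with a low background, and in both diets the last step goes from a low to a high background.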

When HFD-responsive genes, in epididymal WAT, were overlapped with age-dependent genes, 14 genes were identified as shown in Figure 4. Fold changes and q-values of identified 14 genes are given in Additional file 4: Table S4. These 14 genes were correlated with body weight in both ND and HFD groups. Accordingly, these genes were associated with not only with age but also diet-induced obesity. In particular, among these 14 age and HFD responsive genes was EGF-like module containing, mucin-like, hormone receptor-like sequence 1 (*Emr1*) and chemokine (C-C motif) ligand 7 (*Ccl7*), which are both genes associated with inflammation, as well as body weight gain.

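Most of these genes differed between diets at 20 and 24 weeks, on the probes of Table S4, which are not the brightest ones for Rgs1, Sirpa, Gusb, Evi2a, Emr1, Ptpre and Ly9. Rgs1 was higher on the HFD by a log2 fold change of 3.11 at 20 weeks (standard error 0.116, adjusted p = 1.18e-14 from limma, n = 3 pools per diet) and 3.02 at 24 weeks on probe ILMN_2596596, and its diet effect differed between weeks (interaction adjusted p = 1.43e-13). Lcp1 rose by 1.78 and 2.39, Sirpa by 1.04 and 1.74, Gusb by 1.12 and 1.62, and Evi2a by 1.34 and 1.44 at the same weeks. Over the 13 genes that rose, the largest log2 fold change of a gene lay between 1.15 and 3.11. Sfrp5 passed at 8 weeks (1.43, standard error 0.233, adjusted p = 0.00245) and had values of 0.71 at 20 weeks and 0.53 at 24 weeks. At 20 weeks it passed under median scaling (0.98, adjusted p = 0.00919) and with that week fitted alone (adjusted p = 0.0388). Its interaction adjusted p was 0.0974. Acacb fell by 1.1 at 20 weeks (adjusted p = 0.00506, or 0.0528 with that week fitted alone) and 1.03 at 24 weeks, with an interaction adjusted p of 0.56. The Table S4 probe of Ly9 was not detected in any pool at 2, 4 or 8 weeks, and its brightest probe, ILMN_1231309, rose by 1.12 at 20 weeks and 1.5 at 24 weeks. The brightest probe of Ptpre, ILMN_1254630, did not pass at 20 or 24 weeks (adjusted p = 0.7 and 0.381), nor did the other probe of H2-DMb2 (-0.43 at both weeks).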

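Signals of the 14 probes of Table S4 followed the mean body weight of their group, which is one number for the 3 pools of a group, so that 5 group means stand for 15 arrays per diet. On the HFD, Evi2a had Pearson's r = 0.986 and Spearman's rho = 0.917 over 15 arrays (permutation test, 2-sided, adjusted p = 1.87e-05, the smallest that the permutations can give after adjustment, and 3.11e-05 for rho). Sfrp5 had the highest r on the ND, 0.95 (rho 0.884), and Acacb fell with body weight in both diets (r = -0.776 on the ND and -0.908 on the HFD). The absolute r lay between 0.709 and 0.95 on the ND and between 0.908 and 0.986 on the HFD, and each of the 28 correlations passed at an adjusted p under 0.05. All 28 also passed for rho and without the 2 arrays farthest from the median body weight. The permutations moved single arrays, although the 3 pools of a group share 1 body weight, so that these p-values overstate the evidence. Both arrays left out were pools of the same week, 24 weeks on the HFD and 20 weeks on the ND. The remaining pool of that week kept its body weight in the test, so that this check removes little. The probes had been chosen to rise or fall with the week in both diets, and body weight also rose with the week, apart from the step from 20 to 24 weeks on the ND, so that r is not independent of that choice. Within the arrays of low background, 14 of 14 correlations passed on the HFD (12 arrays) and 11 of 14 on the ND (9 arrays), those of H2-DMb2, Ptpre and Acacb not passing. The 6 ND arrays of high background hold only 2 body weights, so that a test there cannot pass, and r was 0.826 to 0.996 for the rising genes and -0.95 for Acacb.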

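Emr1, the F4/80 receptor of mature macrophages, was higher on the HFD by a log2 fold change of 1.54 at 20 weeks (adjusted p = 6.05e-08) and 2.01 at 24 weeks (standard error 0.143, adjusted p = 3.15e-10 from limma, n = 3 pools per diet), on the probe of Table S4. At 2, 4 and 8 weeks its values were 0.08, -0.05 and 0.43 (adjusted p = 0.228 at 8 weeks, or 0.0288 with that week fitted alone). The brighter Emr1 probes ILMN_1216880 and ILMN_2847787 rose by 3.44 and 1.75 at 2 weeks (adjusted p = 3.1e-13 and 1.9e-09), when the ND arrays had the higher background, and by 1.77 and 1.84 at 20 weeks, and the latter also rose at 8 weeks (0.73, adjusted p = 0.0198). Ccl7, a chemokine that attracts monocytes, rose by 1.29 at 20 weeks (standard error 0.212, adjusted p = 0.000204) and 1.13 at 24 weeks (adjusted p = 0.0503 with that week fitted alone), and its value at 8 weeks was 0.43 (adjusted p = 0.539, or 0.0041 with that week fitted alone). Ccl7 probe ILMN_2835117 rose by 1.49 at 2 weeks and had a value of 0.59 at 24 weeks (adjusted p = 0.0635). The diet effect differed between weeks for Emr1 (interaction adjusted p = 2.01e-08) and Ccl7 (0.0103). In the HFD arrays r with body weight was 0.978 for Emr1 and 0.969 for Ccl7 (rho 0.949 and 0.917), and in the ND arrays 0.916 and 0.786 (rho 0.895 and 0.775).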

**Figure 4:**
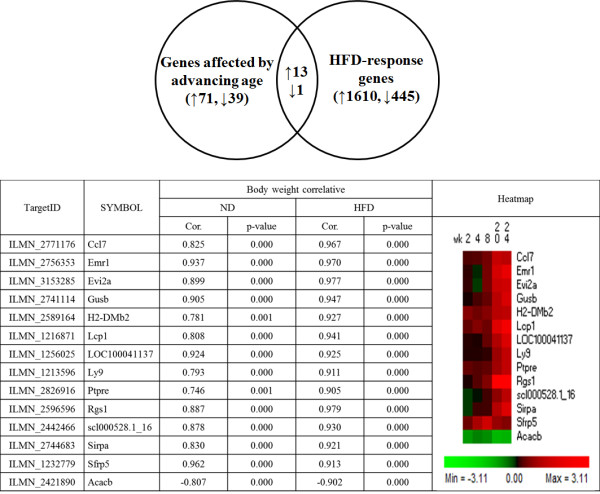
**The list of high-fat diet responding gene transcripts in epididymal WAT that simultaneously associated with advancing age in ND and HFD groups for 24 weeks.** The gene list affected by advancing age was based on continuously up- or down-regulated genes in both ND and HFD group. HFD-responsive genes were based on HFD vs ND, fold change > 2 and p-value < 0.05. ND: normal diet (AIN-76), HFD: high-fat diet (20% fat, 1% cholesterol), Cor.: Correlation Coefficient.

### Time-course of transcriptional changes in adipokine, pro-inflammatory cytokine, chemokine and upstream signalling genes in visceral WAT depots during diet-induced obesity

The time-course of pro- and anti-inflammatory adipokine gene expression changes in WAT is shown in Figure 5. Consistent with plasma leptin and adiponectin levels, leptin mRNA expression was also up-regulated, while adiponectin mRNA expression was down-regulated consistently during the development of diet-induced obesity over 24 weeks. 

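Adipoq, which encodes the insulin-sensitizing hormone adiponectin, fell on the HFD in EAT at 24 weeks by a log2 fold change of -0.61 (standard error 0.102, adjusted p = 0.000155 from limma, n = 3 pools per diet). At 2, 4, 8 and 20 weeks its log2 values were 0.17, -0.04, -0.09 and -0.29, of which the last had an adjusted p of 0.096. Lep, which encodes the satiety hormone leptin, had log2 values of -0.04, 0.26, 0.36, 0.37 and 0.35 at 2, 4, 8, 20 and 24 weeks (standard error 0.161), and none passed the test (adjusted p = 0.45, 0.215 and 0.197 at the last 3 weeks). Lep passed at 20 weeks under median scaling (0.63, adjusted p = 0.00239) and at 8 weeks with that week fitted alone (adjusted p = 0.0372). Normalized Lep signals at 20 and 24 weeks were 15.27 to 16.00, near the highest of any probe (16.09), so that the top of the scale limits its changes at these weeks. No difference between weeks was called for Lep (interaction adjusted p = 0.507). In MAT, Adipoq differed by 0.16, 0.08, -0.12, -0.05 and -0.37 at the 5 weeks.

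**Figure D3:**
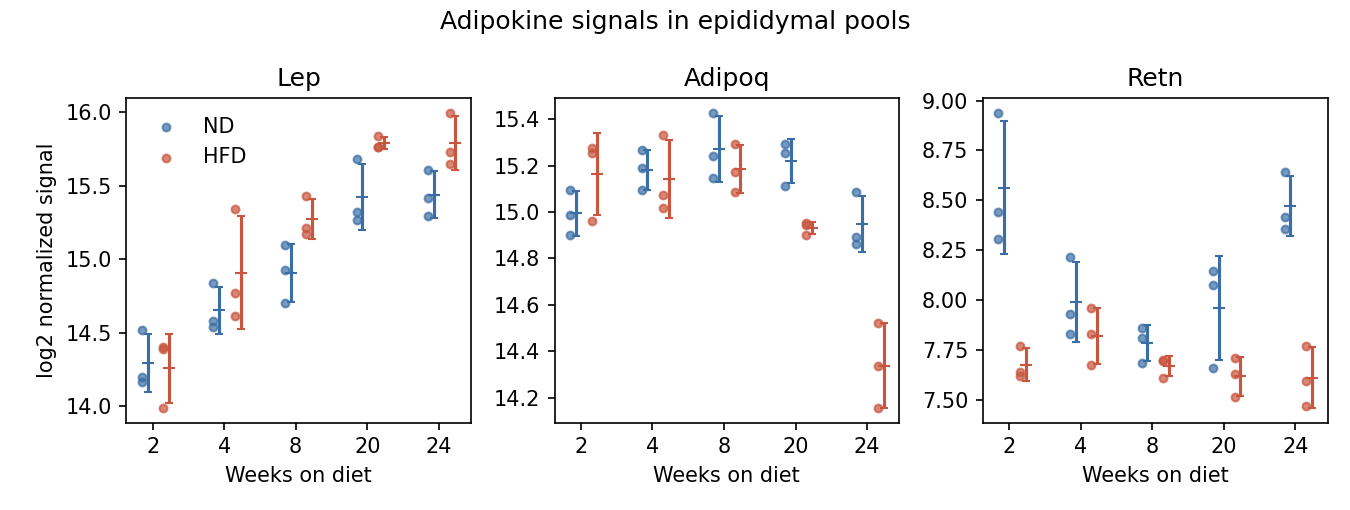
Normalized log2 signal (vertical axis) of Lep, Adipoq and Retn in each EAT pool by week and diet, with the mean and SD of the 3 pools of a group. At 24 weeks Adipoq was lower on the HFD by 0.61, while the diets differed in Lep by 0.35.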

Microarray validation using via RT-qPCR revealed agreement in the time-course and pattern of changes in gene expression. There was no significant change in resistin mRNA expression.

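Retn, which encodes the adipocyte hormone resistin, had log2 fold changes of -0.89 at 2 weeks (standard error 0.137, adjusted p = 1.56e-05 from limma, n = 3 pools per diet), -0.17 at 4 weeks, -0.12 at 8 weeks, -0.34 at 20 weeks (adjusted p = 0.163) and -0.86 at 24 weeks (adjusted p = 8.8e-05) in EAT. It passed the test at 2 and 24 weeks at under 2-fold, not at 2 weeks less the ND 20-to-24-week difference (-0.37, a choice made after seeing the data), and the diet effect differed between weeks (interaction adjusted p = 0.00359). The 2-week ND arrays had the higher background. In MAT Retn differed by 0.06, -0.34, 0.09 and -0.86 at 4, 8, 20 and 24 weeks, without a test, and it was not detected on the HFD array of 2 weeks.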

**Figure 5:**
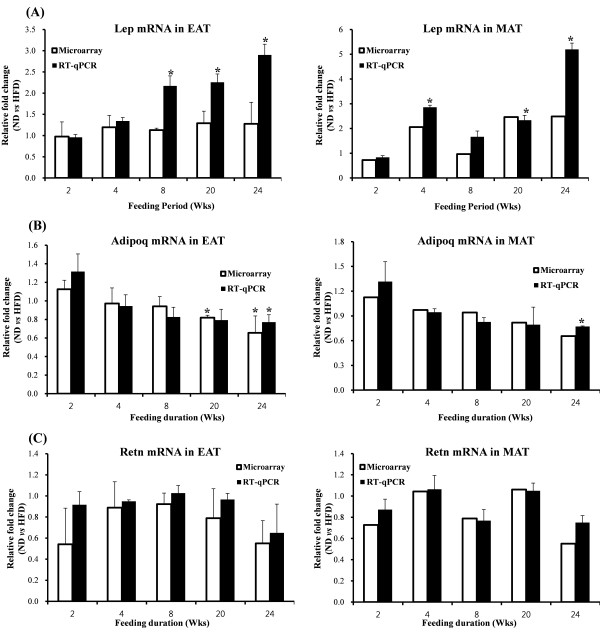
**RT-qPCR validation.** Time-dependent fold changes in (**A**) Lep mRNA, (**B**) Adipoq mRNA and (**C**) Retn mRNA expression based on HFD vs.ND group over 24 weeks. Microarray and RT-qPCR data shown as means ± S.D. *p < 0.05 based on wilcoxon t-test and student’s t-test, respectively. No statistical analysis, since we evaluated 1 pooled sample for microarray analysis in MAT. ND: normal diet (AIN-76), HFD: high-fat diet (20% fat, 1% cholesterol), EAT: epididymal adipose tissue, MAT: mesenteric adipose tissue, Lep: leptin, Adipoq: adiponectin, Retn: resistin.

During the development of diet-induced obesity, transcription of several pro-inflammatory cytokines and chemokines such as disintegrin and metallopeptidase domain 8 (*Adam8*), *Emr1*, interleukin 1 receptor antagonist (*Il1rn*), tumor necrosis factor (*Tnf*), serum amyloid A 3 (*Saa3*), integrin alpha-M (*Itgam*), chemokine (C-C motif) ligand 2 (*Ccl2*), ligand 3 (*Ccl3*), ligand 4 (*Ccl4*), ligand 6 (*Ccl6*), ligand 7 (*Ccl7*) and ligand 9 (*Ccl9*), were significantly elevated in epididymal WAT between week 20 and 24 (Fig. 6A). Moreover, gene expression of toll-like receptors (TLRs), interferon regulatory factor 5 (*Irf5*) and CD antigen families were also significantly altered by HFD in epididymal WAT. Among them *Tlr2*, *Tlr6*, *Tlr7*, *Tlr8*, *Tlr13* and *Trl1*, *Irf5* were significantly up-regulated by HFD from week 8 and week 20, respectively (Figure 6B, C). 

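Genes of inflammatory signalling and of leukocyte recruitment rose on the HFD at 20 and 24 weeks. Adam8, a metalloprotease of leukocytes, rose by a log2 fold change of 1.66 at 20 weeks and 2.65 at 24 weeks (standard error 0.108, adjusted p = 4.58e-14 from limma, n = 3 pools per diet), and Il1rn, the antagonist of the interleukin 1 receptor, by 2.15 and 2.5 (standard error 0.125). Among the chemokines, Ccl3 rose by 1.29 and 1.53, Ccl9 by 1.55 and 1.60 and Ccl2 by 1.39 and 0.93 at 20 and 24 weeks. Saa3, an acute-phase protein gene, rose by 2.81 at 20 weeks (adjusted p = 0.000744) and had a value of 1.23 at 24 weeks (adjusted p = 0.154). Tnf, whose signal was not detected in ND pools at 20 weeks, had an adjusted p of 0.000676 at 20 weeks and rose by 0.64 at 24 weeks (adjusted p = 2.06e-07).
All 12 genes rose at 20 weeks, at a median of 1.42 (camera adjusted p = 4.22e-21, or adjusted p = 0.00295 with an estimated correlation), and 11 at 24 weeks, or 12 when adjusted over the list alone, at a median of 1.16. At 8 weeks Il1rn passed (0.55, adjusted p = 0.0361, or 0.0527 under median scaling) and 11 did not, although 8 of these did with that week fitted alone (adjusted p = 0.00015 to 0.041), with 5 up when adjusted over the list alone, at a median of 0.40 (camera adjusted p = 6.29e-08, or adjusted p = 0.0784 with an estimated correlation). The list was named by the study from these samples, so its direction is not independent evidence.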

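Toll-like receptor genes, whose products sense microbial lipids and nucleic acids, rose on the HFD at 20 and 24 weeks. Tlr13, an endosomal receptor for bacterial RNA, rose by a log2 fold change of 2.15 at 20 weeks and 2.46 at 24 weeks (standard error 0.14, adjusted p = 6.12e-12 from limma, n = 3 pools per diet). Tlr8 rose by 1.04 and 1.61, Tlr6 by 0.80 and 1.18, Tlr7 by 0.79 and 0.89, Tlr1 by 1.16 and 0.74, and Tlr2 by 0.77 and 0.90 at these weeks. Irf5, a transcription factor of inflammatory macrophages, rose by 1.14 and 1.51. All 7 genes rose at each of the 2 weeks, at medians of 1.04 and 1.18 (camera adjusted p = 2.03e-15 and 1.8e-14, or adjusted p = 0.00458 and 0.00498 with an estimated correlation). At 8 weeks the median was 0.30 and none of the 7 passed over all probes, with adjusted p-values of 0.108 to 0.444, while Tlr2, Tlr7, Tlr8, Tlr13 and Irf5 passed with that week fitted alone (adjusted p = 0.00146 to 0.0445) and all 7 passed when adjusted over the list alone (camera adjusted p = 7.87e-07, or adjusted p = 0.0814 with an estimated correlation). At 2 weeks Tlr2 rose by 0.53 (adjusted p = 0.000182), with the ND arrays at the higher background, and did not pass less the ND 20-to-24-week difference, a choice made after seeing the data (adjusted p = 0.256). Another Tlr6 probe did not pass at 20 weeks (0.25, adjusted p = 0.0835). The study chose these genes on the same samples. Over 12 Toll-like receptor genes listed without regard to the study, 6 rose at 20 weeks and 7 at 24 weeks, and 1 fell at 24 weeks (median 0.67, adjusted p = 0.0896 with an estimated correlation). This list holds the study's 6 receptors, which are the 6 that rose at 20 weeks and 6 of the 7 that rose at 24 weeks. It is therefore not independent of the study's choice.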

Expression of *Cd9, Cd14, Cd37, Cd44, Cd68, Cd72, Cd83, Cd84, Cd180, Cd276, Cd300a* and *Cd300lb* was also significantly elevated from week 8 to 24 in a time dependent manner (Figure 6D).

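Genes of leukocyte surface antigens rose on the HFD at 20 and 24 weeks. Cd72, an inhibitory receptor of B cells and macrophages, rose by a log2 fold change of 2.4 at 20 weeks and 3.00 at 24 weeks (standard error 0.157, n = 3 pools per diet). Cd84, an adhesion receptor of the SLAM family, rose by 2.35 and 2.73, Cd44, a hyaluronan receptor, by 1.45 and 2.37, Cd180, a relative of the Toll-like receptors, by 1.72 and 2.08, and the tetraspanin Cd9 by 1.09 and 1.62. Cd44 probe ILMN_2730266 did not pass at these weeks (adjusted p = 0.961 and 0.991). Cd14, the lipopolysaccharide co-receptor, fell by 0.51 at 2 weeks (adjusted p = 0.000363) and by 0.49 at 4 weeks (adjusted p = 0.0381) and rose by 0.71 at 20 weeks and 1.23 at 24 weeks. Its fall did not pass at 2 weeks less the ND 20-to-24-week difference (-0.25, adjusted p = 0.359), a choice made after seeing the data, or at 4 weeks with that week fitted alone (adjusted p = 0.427), and the 2-week ND arrays had the higher background. All 11 measured genes rose at 20 and at 24 weeks by limma, at medians of 1.17 and 1.62 (camera adjusted p = 6.15e-26 and 1.53e-26, or adjusted p = 0.000308 with an estimated correlation at both weeks). Cd300lb was not detected in ND pools at 24 weeks, so that its change there is only a bound. At 8 weeks Cd84 passed (0.71, adjusted p = 0.021, but 0.949 on another probe) and 10 did not, Cd180 having an adjusted p of 0.0532 and Cd44 one of 0.164 (0.00734 and 2.44e-05 with that week fitted alone), and 4 rose when adjusted over the list alone (median 0.14, camera adjusted p = 5.84e-05, or adjusted p = 0.119 with an estimated correlation). The list is the study's own, chosen on these samples. No probe was named for Cd68.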

**Figure 6:**
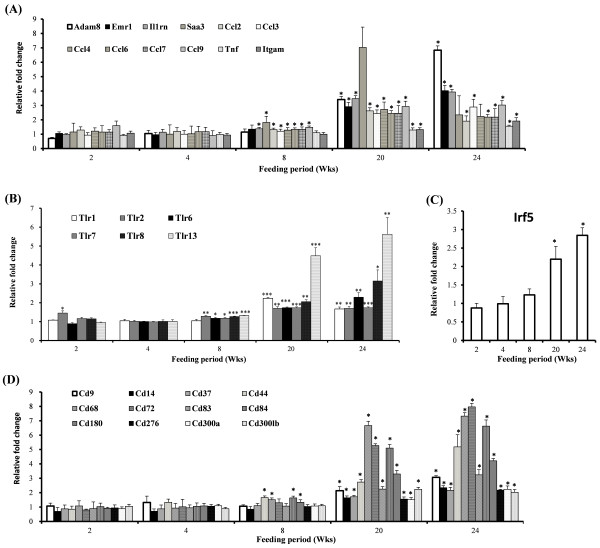
**Effect of high-fat feeding on transcription of (A) pro-inflammatory cytokine and chemokine genes, (B) Toll-like receptors, (C) IRF5 and (D) CD families expressed in epididymal adipose tissue of C57BL/6 J mice over 24 weeks (HFD vs. ND group).** mRNA expression in epididymal adipose tissue measured by the microarray analysis. Fold changes in mRNA expression (HFD vs. ND) were displayed at each time point over 24 weeks. Data shown as means ± S.D. *p < 0.05 based on wilcoxon t-test. ND: normal diet. HFD: high-fat diet.

### Time-course of transcriptional changes in extracellular matrix genes, adipose tissue-expressed collagen genes and cathepsin family genes during diet-induced obesity

To identify the time-dependent effect of HFD on fibrosis relative to the ND group, we examined the levels of many key fibrotic genes (Figure 7). Lumican (*Lum*) and transforming growth factor β (*Tgfb1*) mRNA levels were up-regulated, while decorin (*Dcn*) mRNA levels were down-regulated by HFD in a time dependent manner. 

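Lum, which encodes the collagen-binding proteoglycan lumican, rose on the HFD by a log2 fold change of 0.71 at 20 weeks (adjusted p = 0.0156) and 1.44 at 24 weeks (standard error 0.184, adjusted p = 4.34e-06 from limma, n = 3 pools per diet), and its value at 8 weeks was 0.50 (adjusted p = 0.3, or 0.000531 with that week fitted alone and 0.0387 under median scaling). Tgfb1, the fibrogenic growth factor gene, fell by 0.88 at 2 weeks (standard error 0.114, adjusted p = 1.29e-06) and rose by 0.67 at 20 weeks and 1.07 at 24 weeks. Dcn, which encodes the proteoglycan decorin, had log2 values of 0.07, -0.12, -0.14, -0.36 and -0.01 at 2, 4, 8, 20 and 24 weeks, and none passed the test (adjusted p = 0.158 at 20 weeks, interaction adjusted p = 0.462). On other probes Lum rose by 2.41 (ILMN_2773259) and Dcn by 2.27 and 1.67 (ILMN_2596346 and ILMN_2604695) at 2 weeks. At 2 weeks the ND arrays had the higher background, and less the ND 20-to-24-week difference, a choice made after seeing the data, the 2-week value of Tgfb1 was 0.13. Of 11 fibroblast and progenitor markers, 2 rose and none fell at 24 weeks (median 0.10).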

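In EAT at 24 weeks, 6 of 14 measured matrix metalloprotease genes rose, 1 fell and 7 did not pass the test (7 up and 1 down when adjusted over the list alone). The median log2 change was 0.16 (camera adjusted p = 0.000471, or adjusted p = 0.113 with an estimated correlation). Mmp9, a gelatinase of neutrophils and macrophages, was the one that fell, by 1.04 on the log2 scale (standard error 0.121, adjusted p = 1.1e-06 from limma, n = 3 pools per diet).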

Several matrix metalloproteases (*Mmp)* showed time-dependent transcriptional alterations in response to HFD. *Mmp*2, *Mmp*3 and *Mmp*13 mRNA levels were up-regulated by HFD from week 8 to 24, whereas *Mmp12* mRNA levels were significantly up-regulated earlier after week 2 in the HFD group (Figure 7A). 

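Mmp12, the elastase of macrophages, rose by a log2 fold change of 1.72 at 8 weeks (adjusted p = 0.00145 from limma), 2.89 at 20 weeks and 2.01 at 24 weeks (standard error 0.264, n = 3 pools per diet). Its value at 4 weeks was 0.25 (adjusted p = 0.876), and at 2 weeks it was not detected in any ND pool and had an adjusted p of 0.00052. The ND arrays of that week had the higher background, and less the ND 20-to-24-week difference, a choice made after seeing the data, the 2-week value was -0.80. Mmp3, the stromelysin, rose by 0.72 at 20 weeks and 1.68 at 24 weeks, the gelatinase Mmp2 by 0.80 and 1.24, and the collagenase Mmp13 by 0.73 and 1.4 (another Mmp13 probe had -0.0209 at 20 weeks). At 8 weeks the values of Mmp2, Mmp3 and Mmp13 were -0.19, 0.25 and 0.21 (adjusted p = 0.731, 0.736 and 0.677), and Mmp3 passed with that week fitted alone (adjusted p = 0.0405). Over the 7 matrix genes that the study chose from these samples, 6 rose and none fell at 20 and at 24 weeks, at medians of 0.72 and 1.4 (camera adjusted p = 4.34e-06 and 3.38e-09, or adjusted p = 0.0444 and 0.00695 with an estimated correlation). At 8 weeks 1 rose and 6 did not pass (adjusted p = 0.401 with an estimated correlation).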

Collagen-related mRNA levels including *Col1a2, Col3a1, Col4a5, Col8a1, Col9a3* and *Col16a1* were significantly higher at week 2 in the HFD group, relative to the ND group, and sharply decrease after 4 weeks (Figure 7B). 

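Several of the collagen genes that the paper names were higher on the HFD at 2 weeks on their brightest probes. Col3a1 rose by a log2 fold change of 3.06 (standard error 0.166, adjusted p = 4.31e-13 from limma, n = 3 pools per diet) and Col1a2, the other main fibrillar chain measured, by 2.85 (standard error 0.179, adjusted p = 6.52e-12). Col8a1 rose by 1.86, Col16a1 by 1.47 and Col4a5, a chain of basement membranes, by 1.39. On other probes Col3a1 had a value of 0.33 (adjusted p = 0.0664), Col4a5 one of 0.34 (adjusted p = 0.092) and Col8a1 one of -0.0243. Col9a3 had an adjusted p of 0.0493 but was detected in 1 of 3 HFD pools and in no ND pool. It did not pass under median scaling (adjusted p = 0.0565), with a replicate block (0.0509) or with that week fitted alone (0.341). Col5a1 had a value of 0.10 (adjusted p = 0.611). At 4 weeks the value of Col1a2 was 0.02, and at 8, 20 and 24 weeks Col3a1 rose by 0.77, 0.90 and 0.57. The other Col3a1 probe did not pass at 8 weeks (0.0797, adjusted p = 0.953), and the rise at 24 weeks did not pass under median scaling (adjusted p = 0.0643). Of the study's 7 collagens, chosen from these samples, 6 rose at 2 weeks, Col9a3 included, at a median of 1.47 (camera adjusted p = 1.5e-06, or adjusted p = 0.0302 with an estimated correlation). Of 16 collagen genes listed without regard to the study, 7 rose, 4 fell and 5 did not pass at 2 weeks, at a median of 0.18 (adjusted p = 0.672 with an estimated correlation). The list holds the study's collagens other than Col9a3, and Col1a2, Col3a1, Col4a5, Col8a1 and Col16a1 are among those that rose. The 2-week ND arrays had the higher background. Less the ND 20-to-24-week difference, chosen after seeing the data, the 2-week values were 0.40 for Col3a1, 0.33 for Col1a2, -0.22 for Col8a1, -0.07 for Col16a1 and -0.15 for Col4a5, and none passed.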

Cathepsin (*Cts*) mRNA levels were also altered by HFD (Figure 7C), *Ctsa, Ctsb, Ctsk, Ctsl, Ctss* and *Ctsz* mRNA levels were mostly up-regulated by high-fat feeding in the epididymal WAT depot. In particular, *Ctsk* mRNA levels were significantly increased from week 8 in the HFD group. 

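Cathepsins, the proteases of lysosomes, were mostly higher on the HFD at 20 and 24 weeks. Ctsl rose by a log2 fold change of 0.74 at 20 weeks and 1.37 at 24 weeks and fell by 0.48 at 2 weeks (adjusted p = 0.000739 from limma, n = 3 pools per diet), and Ctsa rose by 1.18 and 1.17 at 20 and 24 weeks and by 0.42 at 2 weeks (adjusted p = 0.0117), while the 4 other Ctsa probes had values of -0.55 to -0.16 at 2 weeks, 3 of them passing. Ctsa did not pass at 2 weeks under median scaling (adjusted p = 0.342) or at 20 weeks on probe ILMN_3120827 (0.136), and the 2-week fall of Ctsl did not pass less the ND 20-to-24-week difference (-0.0637, adjusted p = 0.866), a choice made after seeing the data. Of the study's 6 cathepsins, chosen from these samples, 5 rose at 20 weeks and 6 at 24 weeks, at medians of 1.13 and 1.08 (camera adjusted p = 3.43e-11 and 6.69e-11, or adjusted p = 0.00223 with an estimated correlation at both). At 2 weeks, where the ND arrays had the higher background, 4 rose and 1 fell, at a median of 0.61 (adjusted p = 0.259 with an estimated correlation). At 8 weeks none passed over all probes by limma and 2 rose when adjusted over the list alone. Of 14 cathepsin genes listed without regard to the study, 8 rose and none fell at 20 and at 24 weeks, at medians of 0.39 and 0.42 (adjusted p = 0.00997 and 0.00586 with an estimated correlation). The list holds the study's 6, which make up 5 of the 8 at 20 weeks and 6 of the 8 at 24 weeks, so that it is not independent of them.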

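Ctsk, a collagen-degrading cathepsin of macrophages and osteoclasts, rose by a log2 fold change of 1.99 at 20 weeks and 2.96 at 24 weeks (standard error 0.142, adjusted p = 4.8e-13 from limma, n = 3 pools per diet). At 8 weeks its value was 0.40 (adjusted p = 0.264, or 0.00775 with that week fitted alone).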

*Ctss* and *Ctsz* mRNA levels were significantly higher at week 2, 8, 20 and 24, while *Ctsb* mRNA levels were only higher at week 2 and week 24 in the HFD group.

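Ctsb rose by a log2 fold change of 2.06 at 2 weeks (standard error 0.122, adjusted p = 2.17e-12 from limma, n = 3 pools per diet) and 0.93 at 24 weeks (adjusted p = 5.91e-06), with a value of 0.14 at 20 weeks (adjusted p = 0.67), or 0.47 under median scaling (adjusted p = 0.00332). Ctsz rose by 0.81 at 2 weeks (adjusted p = 1.6e-05), 1.08 at 20 weeks and 0.98 at 24 weeks, and its value at 8 weeks was 0.28 (adjusted p = 0.462, or 0.0255 with that week fitted alone). Ctss, which processes antigens for MHC class II, rose by 1.96 at 20 weeks. Its probe was not detected in ND pools at 2 weeks (adjusted p = 1.64e-08) or 24 weeks (adjusted p = 0.0141), and at 8 weeks its value was 0.62 (adjusted p = 0.0583, or 0.000113 with that week fitted alone). Less the ND 20-to-24-week difference, chosen after seeing the data because the 2-week ND arrays share a high background with the 24-week arrays, the 2-week values were -0.04 for Ctsb, -0.01 for Ctss and 0.12 for Ctsz (adjusted p = 0.777).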

**Figure 7:**
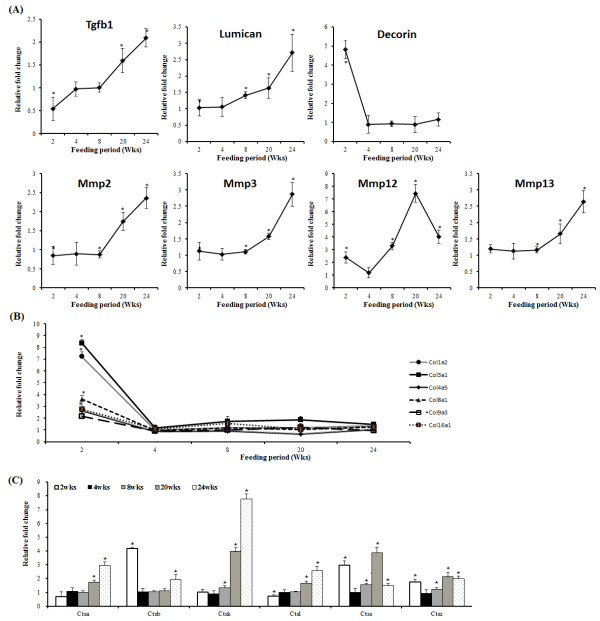
**Effect of high-fat feeding on transcription of key fibrotic genes in epididymal adipose tissue of C57BL/6 J mice over 24 weeks (HFD vs. ND group).** (**A**) Extracellular matrix genes (TGF-β1, decorin, lumican and several MMPs), (**B**) adipose tissue-expressed collagen genes and (**C**) cathepsin genes in the adipose tissue measured by time-course microarrays. Fold changes in mRNA expression (HFD vs. ND) were displayed at each time-point over 24 weeks. Data shown as means ± S.D. *p < 0.05 based on wilcoxon t-test. ND: normal diet. HFD: high-fat diet.

## Discussion

Adipose tissue can rapidly expand in response to excess energy intake through both adipocyte hypertrophy (cell size increase) and hyperplasia (cell number increase). Excessive adipose tissue expansion in obesity is associated with adipokine dysregulation, inflammation, ECM remodeling and fibrosis particulary in visceral adipose depots. However, the time-course of these pathophysiological events and the underlying transcriptional changes in adipose tissue are not fully understood. We show adipose tissue expansion occurs in multiple visceral WAT depots early during the development of diet-induced obesity. Pro-inflammatory adipokine levels also increase early after 2–4 weeks, while anti-inflammatory adipokine levels are reduced after 20 weeks in HFD fed mice. Time-course microarray profiling revealed early and prolonged up-regulation of inflammation and immune system associated genes in the epididymal WAT depot and the smaller mesenteric WAT depot. In the later stages of diet-induced obesity, fibrosis was evident in the epididymal WAT depot. Hence the long-term diet-induced obesity model used in the present study provides a unique insight into the timing of events in visceral adipose tissue during the development of obesity.

Adipocytokine dysregulation is reported to be closely associated with obesity and plasma proinflammatory adipokines are widely reported to be elevated in obese animals. Adipokines are secreted from visceral adipose depots, hence expansion of visceral adipose tissue depots is correlated with plasma adipokine levels, but it is less well established whether adipokine are transcriptionally regulated in obesity. In the present study, plasma leptin and resistin levels were increased consistently from 4 to 24 weeks. Time-course transcriptional profiling revealed leptin mRNA levels were increased in both the epididymal and mesenteric WAT depots over 24 weeks, but changes in resistin mRNA levels were less clear. 

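In the MAT arrays Lep differed between HFD and ND by log2 values of -0.46, 1.04, -0.05, 1.3 and 1.31 at 2, 4, 8, 20 and 24 weeks, without replicates or a test. In the EAT arrays the largest of the 5 values was 0.37, at 20 weeks, where the Lep signal lay near the top of the scale. The difference between the depots was not tested. Signal levels were not compared between them here, since the arrays of each depot were normalized separately.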

Notably, leptin mRNA levels were higher in the mesenteric WAT depot than in the epididymal WAT depot. From a structural perspective, leptin is a member of the cytokine family, and leptin receptors belong to the class-I cytokine receptor family [22,23]. Leptin can control the production and activation of pro-inflammatory cytokines such as IL-6 and TNF-α by macrophages [24,25], and is a key regulatory factor expressed in both zebrafish and mammalian obesity in lipid metabolism [26]. Resistin is also known as an adipose tissue-specific secretory factor, participating in the pathogenesis of insulin resistance, adipogenesis and inflammation in mice [27,28]. However, the time-course of plasma resistin level changes, was largely dissociated from resistin mRNA levels in the epididymal and mesenteric WAT depots. Jackson et al. [29] reported similar observations, largely that resistin mRNA levels were very low or undetectable in adipose tissue, which suggests that visceral adipocytes are not a major cell type producing resistin. Plasma resistin levels may by due to resistin production by circulating monocytes and macrophages. Like many other pro-inflammatory cytokines, resistin stimulates intracellular signalling through NF-κB activation, which in turn promotes the synthesis of other pro-inflammatory cytokines, including MCP-1, vascular cell adhesion molecule-1 (VCAM-1), as well as intercellular adhesion molecule-1 (ICAM-1), which are involved in chemotactic pathways directing leukocyte recruitment to sites of infection [30,31]. Therefore, while resistin appears not to be produced by visceral adipose tissue depots, plasma resistin may still be a player in early visceral adipose tissue inflammation via activation of pro-inflammatory signalling and leukocyte recruitment.

Circulating plasma adiponectin and adiponectin mRNA levels are reportedly decreased by HFD and inversely correlated with fat mass, and directly correlated with insulin sensitivity [32,33]. In the present study, a markedly different time-course in plasma adiponectin levels was evident with late decreases in plasma adiponectin observed, along with concomitant down-regulation of adiponectin mRNA levels in both the epididymal and mesenteric WAT depots. There have been reports indicating adiponectin is probably not a useful early biomarker of obesity. Sumiyoshi and colleagues reported that high fat feeding (45% fat, wt/wt) for 55 weeks did not alter circulating adiponectin level in C57BL/6 J mice compared with a low fat diet (3% fat, wt/wt) [34]. In accordance with our results, Park and colleague’s reported that circulating adiponectin level was significantly reduced after 20 weeks of high-fat feeding (55 kcal% from fat) compared with a normal diet [35]. The lack of any early changes in plasma adiponectin and visceral adipose tissue adiponectin mRNA levels in HFD fed mice may be part of an adaptive response to protect against early inflammatory changes. There were prominent changes in adiponectin levels in both HFD and ND fed mice around 6 weeks, which we speculate may be related to sexual maturation or ageing.

Adipsin, a serine protease is synthesized and secreted by adipose cells and is found in the bloodstream [36]. In the current study, plasma adipsin levels were significantly higher in the HFD group compared to ND group from the week 2 to 24. However, it is not clear whether the higher concentration of adipsin in blood reflects increased adiposity in the HFD fed mice, because fat mass was increased over time but plasma adipsin decreased after 6 weeks regardless of diet. Previous studies have reported that blood adipsin levels are substantially increased in obese humans [37,38], but decreased in murine models of obesity [39]. Taken together, the present *in-vivo* observations of the time-course of various plasma adipokine levels and visceral WAT depot adipokine mRNA levels suggests leptin gene expression is up-regulated early, while adiponectin gene expression is down-regulated later in the epididymal and mesenteric WAT depots contributing to time-dependent changes in plasma adipokine levels.

We conducted in-depth time-course microarray profiling. The early and prolonged changes in the global transcriptome of both epididymal and mesenteric WAT revealed up-regulation of genes predominantly associated with immune and inflammatory system function enriched across all time-points in HFD fed mice. On the other hand, down-regulated genes were predominantly associated with monosaccharide, hexose and glucose metabolism across all time-points. Interestingly, down-regulated genes were also associated with lipid and cholesterol metabolism across all time-points although predominantly in the mesenteric WAT depot, rather than the epididymal WAT depot. In agreement with other diet-induced obesity models, functional ontology terms including sterol metabolism and acetyl-CoA biosynthesis were reportedly highly enriched among regulated genes in the mesenteric WAT depot but not in the epididymal WAT depot [40], and transcripts involved in lipid biosynthesis were up-regulated only by low fat meals [33]. Genes associated with the inflammatory response that were significantly up-regulated in the epididymal WAT depot during diet-induced obesity included pro-inflammatory cytokine and chemokine genes (*TnfIl1rnSaa3Emr1Adam8ItgamCcl2Ccl*3, *Ccl*4, *Ccl*6, *Ccl*7 and *Ccl*9) and their upstream signalling pathway genes such as TLRs, *Irf5* and *Cd14*. In accordance with our study, many inflammatory genes including Ccl3, Ccl2, Saa3, Tlr13, which were highly expressed in adipose tissue of fat mouse, have been linked with obesity and/or insulin resistance [41], furthermore *Emr1* and *Ccl7* mRNA expression are associated with body weight gain as well as obesity-related inflammation. Adipose tissue consists of multiple cell types including adipocytes, fibroblasts, macrophages and endothelial cells. Therefore, the genes identified in the present study as differentially expressed during the development of diet-induced induced obesity will reflect overall changes in visceral adipose tissue depots rather than specific cell-types.

Recent studies have suggested some interplay between TLRs and adipokines. Lin et al. [42] suggested adipocyte *Tlr*2 synthesis increases upon stimulation with *Tnf*. Also, the expression of *Tlr*1-9 and *Tlr*11-13 in murine adipose tissue appears to be strongly regulated by leptin [43]. In the present study, the expression of *Tlr*1, *Tlr*2, *Tlr*6, *Tlr*7, *Tlr*8 and *Tlr*13 were significantly up-regulated by HFD in the epididymal WAT depot, along with *Tnf* and *Lep* expression, while expression of *Adipoq* was down-regulated. HFD also significantly up-regulated *Irf5* in the later stages of diet-induced obesity. *Irf5* is generally involved downstream of the TLR–MyD88 signalling pathway for induction of pro-inflammatory cytokines, and *Irf5* is a potential target of therapeutic interventions to control harmful immune responses [44].

Of the thirteen TLRs, TLR4 was characterized first, working in conjunction with the LPS receptor CD14, TLR4 is the primary signalling receptor for gram negative bacterial lipopolysaccharide (LPS) [45]. CD14 is crucial for LPS recognition by TLR4 and cooperates with other TLRs, including TLR2 and TLR3 [46,47]. Cd180 also belongs to the family of pathogen receptors. Cd180 takes part in B-cell recognition and LPS signalling [48]. In this study, we show diet-induced obesity leads to significant induction of *Cd14Cd180Cd68* and other Cd antigen genes active in the immune and inflammation system of animals. Therefore, expression of Cd antigen genes may be used as markers of visceral adipose tissue inflammation during the development of diet-induced obesity. Taken together these findings suggest that, adipose tissue expansion, and concomitant activation of TLR-mediated inflammatory signalling cascades and induction of CD antigens, causes increased expression of pro-inflammatory cytokines and chemokines, which results in chronic low-grade inflammation.

Obesity is in most, but not all humans, associated with marked changes in the secretory function of adipocytes and macrophages, together with chronic low-grade inflammation and an increased risk of developing fibrosis. A complex network of inflammatory cytokines, adipokines, transcription factors, and receptor molecules is involved in the development of adipose tissue fibrosis. In adipose tissue, fibrosis appears to be initiated in response to adipocyte hypertrophy. Adipose tissue ECM remodelling, which plays a pivotal role in adipogenesis and tissue architecture [49], is crucial to accommodate obesity-induced cellular alterations [50]. However, the persistence of an inflammatory stimulus in adipose tissue may be responsible for the excessive synthesis of ECM components and subsequent interstitial deposition of fibrotic material. Fibrosis, attributed to excessive deposition of ECM proteins, is a ubiquitous tissue response to chronic inflammation [51]. In this study, ECM gene expression was altered by HFD in a time-dependent manner. Furthermore, there was evidence of accumulation of fibrillar collagens, interspersed in between adipocytes in the visceral WAT of HFD-fed mice. Lumican (*Lum)* has a stimulatory effect on the epithelial-mesenchymal transition state of fibrosis, while decorin (*Dcn*) has an inhibitory role in transforming growth factor β (TGF-β)-induced fibrosis [52,53]. *Lum* mRNA levels were up-regulated, while *Dcn* mRNA levels were down-regulated at an early stage during the development of diet-induced obesity. *Tgfb1* mRNA levels were also up-regulated in the visceral WAT of HFD-fed mice. The up-regulation of *Lum* and *Tgfb1* mRNA levels and the down-regulation of *Dcn* mRNA levels were consistent with the observed development of fibrosis in visceral WAT of HFD-fed mice. Many metalloproteases (MMPs) were also altered at the mRNA level by HFD. *Mmp2, 3, Mmp12* and *Mmp13* are reportedly positively correlated with the degree of obesity and were up-regulated in the visceral WAT of HFD fed mice [54]. Interestingly, our detailed time-course microarray analysis over 24 weeks of HFD feeding showed that collagen mRNA levels were up-regulated shortly after the initiation of HFD feeding and then down-regulated by an unknown mechanism after 2 weeks. We suggest that up-regulation of collagen mRNA levels by HFD during the early stages of diet-induced obesity may trigger the accumulation of ECM components that ultimately leads to fibrosis which was evident in the later stages of diet-induced obesity.

The proteolytic and destructive properties of the lysosomal cathepsins play a role in degenerative, as well as chronic inflammatory diseases. Furthermore, proteases of the cathepsin family are involved in the remodelling of extracellular matrix (ECM) proteins [55]. This study indicates that members of the cathepsin family, including *CtsbCtskCtslCtss* and *Ctsz* as well as *Ctsa* may contribute to the pro-inflammatory and extracellular matrix remodelling in visceral WAT depots during the development of diet-induced obesity. Destruction of elastin-rich tissues during the inflammatory response is associated with local accumulation of macrophages that contain high levels of elastinolytic enzymes, such as Ctsb and Ctsl [56]. Ctss, known to degrade several components of the ECM, is also now well established as a novel biomarker of adiposity [57]. The function of cathepsin A in obesity is relatively unknown, however increases in expression of cathepsin B, D, K, S, and Z have previously been observed in obesity [58].

It is possible that some of differences in this study compared to others could be due to the lower fat content and different diet composition. Especially, while other studies used 60 kcal% fat diet consisting of soybean oil and lard, we used 39.2 kcal% from fat diet consisting of corn oil and lard. One example, several previous studies have found that hypoxia has been observed in obese adipose tissue and HIF1α (hypoxia-inducible factor 1α), a master signal mediator of hypoxia response, is significantly elevated in obese adipose tissue [4,59,60]. 

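Hif1a, the oxygen-regulated subunit of a transcription factor, had a log2 fold change of 0.45 in EAT at 24 weeks (standard error 0.161, adjusted p = 0.0842 from limma, n = 3 pools per diet), which is a fold of 1.36. At 2, 4, 8 and 20 weeks its log2 values were 0.28, 0.21, 0.28 and -0.13. Of 15 genes of a hypoxia list, Hif1a itself among them, 2 rose, 3 fell and 10 did not pass the test at 24 weeks (5 up and 3 down when adjusted over the list alone, median -0.02, camera adjusted p = 0.801). Vegfa, the vascular growth factor gene, was among those that fell, by 0.76 (adjusted p = 0.0246).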

We also found that HIF1α gene expression tended to be higher (fold change 1.36 at HFD vs ND) at 24 week of high-fat feeding (about 39.2 kcal% from fat), but there was no statistically significant difference between the groups. However, in another experiment of ours that used commercial high fat diet with higher fat content and different fat composition (Research diets, Product No. D12451, 45 kcal% fat, 2.9% soybean oil and 20.7% lard), high fat feeding for 16 weeks significantly up-regulated HIF1α expression in adipose tissue of C57BL/6 J mice (Y. J. Kim, M. S. Choi, U. J. Jung, unpublished paper).

## Conclusions

The present findings indicate excessive fat accumulation occurs in visceral WAT depots (epidydimal, perirenal, retroperitoneum, mesentery) early in response to HFD feeding. Pro- and anti-inflammatory adipokines including leptin and adiponectin are differentially expressed in visceral WAT and are closely associated with plasma adipokine levels during the development of diet-induced obesity. However, much wider changes occur in the immune transcriptome of visceral WAT depots, which are early and sustained. Up-regulated inflammatory genes include pro-inflammatory cytokines, chemokines and their upstream signalling pathway genes. Early changes also occur in fibrosis-related genes, extracellular matrix (ECM), collagen and cathepsin genes, but fibrosis appears in the later stages of diet-induced obesity. New therapeutic approaches targeting visceral adipose tissue genes associated with inflammation and fibrosis which are altered early during adipose tissue accumulation may help ameliorate the deleterious effects of diet-induced obesity.

## Abbreviations

DEGs: Differentially expressed genes; ND: Normal diet; HFD: High-fat diet; WAT: White adipose tissue; ECM: Extracellular matrix.

## Competing interests

The author(s) declare that they have no competing interests.

## Authors' contributions

EYK performed experiments and wrote the manuscript. SKS and YYC carried out the animal experiments. UJJ, EK and RAM participated in writing the manuscript. TP, JHYP, JWY and YBP analyzed the data. EYK and MSC designed the study. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1.**Composition of experimental diets. ^1^AIN-76 mineral mixture (grams/kg): calcium phosphate 500, sodium chloride 74, potassium citrate 2220, potassium sulfate 52, magnesium oxide 24, magnesium carbonate 3.5, ferric citrate 6, zinc carbonate 1.6, cupric carbonate 0.3, potassium iodate 0.01, sodium celenite 0.01, chromium potassium sulfate 0.55, sucrose 118.03, ^2^AIN-76 vitamin mixture (grams/kg): thiamin HCL 0.6, riboflavin 0.6, pyridoxin HCL 0.7, niacin 3, calcium pantothenate 1.6, folic acid 0.2, biotin 0.02, vit B_12_ 1, vit A(500,000U/gm) 0.8, vit D_3_(400,000U/gm) 0.25, vit E acetate(500 U/gm) 10, menadione sodium bisulfite 0.08, sucrose 981.15, ND: normal diet (AIN-76), HFD: high-fat diet (20% fat, 1% cholesterol) Click here for file

Additional file 2 **Table S2.**Primer sequences used for RT-qPCR validation of microarray data. Click here for file

Additional file 3 **Table S3.**Body weight gain, food intake and food efficiency in C57BL/6 J mice fed the different diets for 24 weeks. Data shown as means ± S.D. Values are significantly different from the ND group according to Student's t-test: *p < 0.05, **p < 0.01, ***p < 0.001. ND: normal diet (AIN-76), HFD: high-fat diet (20% fat, 1% cholesterol), FER: food efficiency ratio. Click here for file

Additional file 4 **Table S4.**List of high-fat diet responding gene transcripts in epididymal WAT that simultaneously associated with advancing age in ND and HFD groups for 24 weeks. Click here for file

## References

[B1] HotamisligilGSInflammation and metabolic disordersNature2006444712186086710.1038/nature0548517167474

[B2] RosenEDSpiegelmanBMAdipocytes as regulators of energy balance and glucose homeostasisNature2006444712184785310.1038/nature0548317167472PMC3212857

[B3] MauryEBrichardSMAdipokine dysregulation, adipose tissue inflammation and metabolic syndromeMol Cell Endocrinol2010314111610.1016/j.mce.2009.07.03119682539

[B4] HosogaiNFukuharaAOshimaKMiyataYTanakaSSegawaKFurukawaSTochinoYKomuroRMatsudaMShimomuraIAdipose tissue hypoxia in obesity and its impact on adipocytokine dysregulationDiabetes200756490191110.2337/db06-091117395738

[B5] SchönherrEHausserHJExtracellular matrix and cytokines: a functional unitDev Immunol200072–4891011109720410.1155/2000/31748PMC2276054

[B6] OkudaSLanguinoLRRuoslahtiEBorderWAElevated expression of transforming growth factor-beta and proteoglycan production in experimental glomerulonephritis. Possible role in expansion of the mesangial extracellular matrixJ Clin Invest199086245346210.1172/JCI1147312200803PMC296747

[B7] BorderWANobleNATransforming growth factor-beta in glomerular injuryExp Nephrol19942113178081992

[B8] TsochatzisEAPapatheodoridisGVArchimandritisAJAdipokines in nonalcoholic steatohepatitis: from pathogenesis to implications in diagnosis and therapyMediators Inflamm200983167019Published online10.1155/2009/831670PMC269430919753129

[B9] SchramKSweeneyGImplications of myocardial matrix remodeling by adipokines in obesity-related heart failureTrends Cardiovasc Med200818619920510.1016/j.tcm.2008.10.00119185809

[B10] KleemannRvan ErkMVerschurenLvan den HoekAMKoekMWielingaPYJieAPellisLBobeldijk-PastorovaIKelderTToetKWopereisSCnubbenNEveloCvan OmmenBKooistraTTime-resolved and tissue-specific systems analysis of the pathogenesis of insulin resistancePLoS One201051e881710.1371/journal.pone.000881720098690PMC2809107

[B11] KhanTMuiseESIyengarPWangZVChandaliaMAbateNZhangBBBonaldoPChuaSSchererPEMetabolic dysregulation and adipose tissue fibrosis: role of collagen VIMol Cell Biol20092961575159110.1128/MCB.01300-0819114551PMC2648231

[B12] WangBWoodISTrayhurnPDysregulation of the expression and secretion of inflammation-related adipokines by hypoxia in human adipocytesPflugers Arch2007455347949210.1007/s00424-007-0301-817609976PMC2040175

[B13] FitzgibbonsTPKoganSAouadiMHendricksGMStraubhaarJCzechMPSimilarity of mouse perivascular and brown adipose tissues and their resistance to diet-induced inflammationAm J Physiol Heart Circ Physiol20113014H1425H143710.1152/ajpheart.00376.201121765057PMC3197360

[B14] MacLarenRECuiWLuHSimardSCianfloneKAssociation of adipocyte genes with ASP expression: a microarray analysis of subcutaneous and omental adipose tissue in morbidly obese subjectsBMC Med Genomics20103310.1186/1755-8794-3-320105310PMC2843642

[B15] HalbergNKhanTTrujilloMEWernstedt-AsterholmIAttieADSherwaniSWangZVLandskroner-EigerSDineenSMagalangUJBrekkenRASchererPEHypoxia-inducible factor 1alpha induces fibrosis and insulin resistance in white adipose tissueMol Cell Biol200929164467448310.1128/MCB.00192-0919546236PMC2725728

[B16] DoGMKwonEYKimEKimHSChoiMSHepatic transcription response to high-fat treatment in mice: microarray comparison of individual vs. pooled RNA samplesBiotechnol J2010597097310.1002/biot.20100004620715078

[B17] Gentleman R, Carey V, Huber W, Irizarry R, Dudoit SBioinformatics and Computational Biology Solutions using R and Bioconductor2005Springer, New York

[B18] SchmittgenTDLivakKJAnalyzing real-time PCR data by the comparative C(T) methodNat Protoc200831101110810.1038/nprot.2008.7318546601

[B19] HuangDWShermanBTLempickiRASystematic and integrative analysis of large gene lists using DAVID bioinformatics resourcesNat Protoc2009444571913195610.1038/nprot.2008.211

[B20] DoGMOhHYKwonEYChoYYShinSKParkHJJeonSMKimEHurCGParkTSSungMKMcGregorRAChoiMSLong-term adaptation of global transcription and metabolism in the liver of high-fat diet-fed C57BL/6 J miceMol Nutr Food Res201155Suppl 2S173S1852161842710.1002/mnfr.201100064

[B21] DivouxAClémentKArchitecture and the extracellular matrix: the still unappreciated components of the adipose tissueObes Rev2011125e494e50310.1111/j.1467-789X.2010.00811.x21366833

[B22] ZhangFBasinskiMBBealsJMBriggsSLChurgayLMClawsonDKDiMarchiRDFurmanTCHaleJEHsiungHMSchonerBESmithDPZhangXYWeryJPSchevitzRWCrystal structure of the obese protein leptin-E100Nature1997387662920620910.1038/387206a09144295

[B23] TartagliaLADembskiMWengXDengNCulpepperJDevosRRichardsGJCampfieldLAClarkFTDeedsJMuirCSankerSMoriartyAMooreKJSmutkoJSMaysGGWoolEAMonroeCATepperRIIdentification and expression cloning of a leptin receptor, OB-RCell19958371263127110.1016/0092-8674(95)90151-58548812

[B24] Zarkesh-EsfahaniHPockleyGMetcalfeRABidlingmaierMWuZAjamiAWeetmanAPStrasburgerCJRossRJHigh-dose leptin activates human leukocytes via receptor expression on monocytesJ Immunol20011678459345991159178810.4049/jimmunol.167.8.4593

[B25] LoffredaSYangSQLinHZKarpCLBrengmanMLWangDJKleinASBulkleyGBBaoCNoblePWLaneMDDiehlAMLeptin regulates proinflammatory immune responsesFASEB J199812157659438411

[B26] OkaTNishimuraYZangLHiranoMShimadaYWangZUmemotoNKuroyanagiJNishimuraNTanakaTDiet-induced obesity in zebrafish shares common pathophysiological pathways with mammalian obesityBMC Physiol20102110212096146010.1186/1472-6793-10-21PMC2972245

[B27] SteppanCMBaileySTBhatSBrownEJBanerjeeRRWrightCMPatelHRAhimaRSLazarMAThe hormone resistin links obesity to diabetesNature2001409681830731210.1038/3505300011201732

[B28] SteppanCMLazarMAThe current biology of resistinJ Intern Med2004255443944710.1111/j.1365-2796.2004.01306.x15049878

[B29] JacksonMBOseiSYAhimaRSThe endocrine role of adipose tissue: focus on adiponectin and resistinCurr Opin Endocrin Diab20051216317010.1097/01.med.0000159113.87201.e8

[B30] KawanamiDMaemuraKTakedaNHaradaTNojiriTImaiYManabeIUtsunomiyaKNagaiRDirect reciprocal effects of resistin and adiponectin on vascular endothelial cells: a new insight into adipocytokine-endothelial cell interactionsBiochem Biophys Res Commun2004314241541910.1016/j.bbrc.2003.12.10414733921

[B31] KadowakiSLiSHWangCHFedakPWLiRKWeiselRDMickleDAResistin promotes endothelial cell activation: further evidence of adipokine-endothelial interactionCirculation2003108673674010.1161/01.CIR.0000084503.91330.4912874180

[B32] KadowakiTYamauchiTKubotaNHaraKUekiKTobeKAdiponectin and adiponectin receptors in insulin resistance, diabetes, and the metabolic syndromeJ Clin Invest200611671784179210.1172/JCI2912616823476PMC1483172

[B33] BolducCYoshiokaMSt-AmandJAcute molecular mechanisms responsive to feeding and meal constitution in mesenteric adipose tissueObesity (Silver Spring)201018241041310.1038/oby.2009.25720111028

[B34] SumiyoshiMSakanakaMKimuraYChronic intake of high-fat and high-sucrose diets differentially affects glucose intolerance in miceJ Nutr200613635825871648452810.1093/jn/136.3.582

[B35] ParkSYChoYRKimHJHigashimoriTDantonCLeeMKDeyARothermelBKimYBKalinowskiARussellKSKimJKUnraveling the temporal pattern of diet-induced insulin resistance in individual organs and cardiac dysfunction in C57BL/6 miceDiabetes200554123530354010.2337/diabetes.54.12.353016306372

[B36] FlierJSCookKSUsherPSpiegelmanBMSeverely impaired adipsin expression in genetic and acquired obesityScience19872374813405810.1126/science.32997063299706

[B37] MaslowskaMVuHPhelisSSnidermanADRhodeBMBlankDCianfloneKPlasma acylation stimulating protein, adipsin and lipids in non-obese and obese populationsEur J Clin Invest199929867968610.1046/j.1365-2362.1999.00514.x10457151

[B38] NapolitanoALowellBBDammDLeibelRLRavussinEJimersonDCLesemMDVan DykeDCDalyPAChatisPConcentrations of adipsin in blood and rates of adipsin secretion by adipose tissue in humans with normal, elevated and diminished adipose tissue massInt J Obes Relat Metab Disord19941842132188044195

[B39] CianfloneKXiaZChenLYCritical review of acylation-stimulating protein physiology in humans and rodentsBiochim Biophys Acta20031609212714310.1016/S0005-2736(02)00686-712543373

[B40] CaesarRManieriMKelderTBoekschotenMEveloCMüllerMKooistraTCintiSKleemannRDrevonCAA combined transcriptomics and lipidomics analysis of subcutaneous, epididymal and mesenteric adipose tissue reveals marked functional differencesPLoS One201057e1152510.1371/journal.pone.001152520634946PMC2902507

[B41] MortonNMNelsonYBMichailidouZDi RolloEMRamageLHadokePWSecklJRBungerLHorvatSKenyonCJDunbarDRA stratified transcriptomics analysis of polygenic fat and lean mouse adipose tissues identifies novel candidate obesity genesPLoS One201169e2394410.1371/journal.pone.002394421915269PMC3168488

[B42] LinYLeeHBergAHLisantiMPShapiroLSchererPEThe lipopolysaccharide-activated toll-like receptor (TLR)-4 induces synthesis of the closely related receptor TLR-2 in adipocytesJ Biol Chem200027532242552426310.1074/jbc.M00213720010823826

[B43] BatraAPietschJFedkeIGlaubenROkurBStrohTZeitzMSiegmundBLeptin-dependent toll-like receptor expression and responsiveness in preadipocytes and adipocytesAm J Pathol200717061931194110.2353/ajpath.2007.06069917525261PMC1899459

[B44] TakaokaAYanaiHKondoSDuncanGNegishiHMizutaniTKanoSHondaKOhbaYMakTWTaniguchiTIntegral role of IRF-5 in the gene induction programme activated by Toll-like receptorsNature2005434703024324910.1038/nature0330815665823

[B45] BeutlerBTlr4: central component of the sole mammalian LPS sensorCurr Opin Immunol2000121202610.1016/S0952-7915(99)00046-110679411

[B46] MiyakeKRoles for accessory molecules in microbial recognition by Toll-like receptorsJ Endotoxin Res200612419520410.1179/096805106X11880716953972

[B47] Akashi-TakamuraSMiyakeKTLR accessory moleculesCurr Opin Immunol200820442042510.1016/j.coi.2008.07.00118625310

[B48] OgataHSuIMiyakeKNagaiYAkashiSMecklenbräukerIRajewskyKKimotoMTarakhovskyAThe toll-like receptor protein RP105 regulates lipopolysaccharide signaling in B cellsJ Exp Med20001921232910.1084/jem.192.1.2310880523PMC1887709

[B49] PierleoniCVerdenelliFCastellucciMCintiSFibronectins and basal lamina molecules expression in human subcutaneous white adipose tissueEur J Histochem19984231831889857243

[B50] LijnenHRAngiogenesis and obesityCardiovasc Res200878228629310.1093/cvr/cvm00718006485

[B51] WynnTACommon and unique mechanisms regulate fibrosis in various fibroproliferative diseasesJ Clin Invest2007117352452910.1172/JCI3148717332879PMC1804380

[B52] KolbMMargettsPJSimePJGauldieJProteoglycans decorin and biglycan differentially modulate TGF-beta-mediated fibrotic responses in the lungAm J Physiol Lung Cell Mol Physiol20012806L1327L13341135081410.1152/ajplung.2001.280.6.L1327

[B53] RadaJACornuetPKHassellJRRegulation of corneal collagen fibrillogenesis in vitro by corneal proteoglycan (lumican and decorin) core proteinsExp Eye Res199356663564810.1006/exer.1993.10818595806

[B54] ChaveyCMariBMonthouelMNBonnafousSAnglardPVan ObberghenETartare-DeckertSMatrix metalloproteinases are differentially expressed in adipose tissue during obesity and modulate adipocyte differentiationJ Biol Chem2003278141188811896Epub10.1074/jbc.M20919620012529376

[B55] McGrathMEThe lysosomal cysteine proteasesAnnu Rev Biophys Biomol Struct19992818120410.1146/annurev.biophys.28.1.18110410800

[B56] FiebigerEMaehrRVilladangosJWeberEEricksonABikoffEPloeghHLLennon-DuménilAMInvariant chain controls the activity of extracellular cathepsin LJ Exp Med200219691263126910.1084/jem.2002076212417635PMC2194106

[B57] TalebSLacasaDBastardJPPoitouCCancelloRPellouxVViguerieNBenisAZuckerJDBouillotJLCoussieuCBasdevantALanginDClementKCathepsin S, a novel biomarker of adiposity: relevance to atherogenesisFASEB J20051911154015421598552610.1096/fj.05-3673fje

[B58] NadlerSTStoehrJPSchuelerKLTanimotoGYandellBSAttieADThe expression of adipogenic genes is decreased in obesity and diabetes mellitusProc Natl Acad Sci USA20009721113711137610.1073/pnas.97.21.1137111027337PMC17207

[B59] RauschMEWeisbergSVardhanaPTortorielloDVObesity in C57BL/6 J mice is characterized by adipose tissue hypoxia and cytotoxic T-cell infiltrationInt J Obes (Lond)200832345146310.1038/sj.ijo.080374417895881

[B60] YeJGaoZYinJHeQHypoxia is a potential risk factor for chronic inflammation and adiponectin reduction in adipose tissue of ob/ob and dietary obese miceAm J Physiol Endocrinol Metab20072934E1118E112810.1152/ajpendo.00435.200717666485

# Supplementary material for: Time-course microarrays reveal early activation of the immune transcriptome and adipokine dysregulation leads to fibrosis in visceral adipose depots during diet-induced obesity
**Source:** BMC Genomics. 2012 Sep 4;13:450. doi: 10.1186/1471-2164-13-450
**Supplement:** Additional file 1 — Table S1.Composition of experimental diets. 1AIN-76 mineral mixture (grams/kg): calcium phosphate 500, sodium chloride 74, potassium citrate 2220, potassium sulfate 52, magnesium oxide 24, magnesium carbonate 3.5, ferric citrate 6, zinc carbonate 1.6, cupric carbonate 0.3, potassium iodate 0.01, sodium celenite 0.01, chromium potassium sulfate 0.55, sucrose 118.03, 2AIN-76 vitamin mixture (grams/kg): thiamin HCL 0.6, riboflavin 0.6, pyridoxin HCL 0.7, niacin 3, calcium pantothenate 1.6, folic acid 0.2, biotin 0.02, vit B12 1, vit A(500,000U/gm) 0.8, vit D3(400,000U/gm) 0.25, vit E acetate(500 U/gm) 10, menadione sodium bisulfite 0.08, sucrose 981.15, ND: normal diet (AIN-76), HFD: high-fat diet (20% fat, 1% cholesterol)

Table S1 Composition of experimental diets

Ingredient (g)	ND	HFD
Casein	200.00	200.00
D,L-methionine	3.00	3.00
Corn starch	150.00	111.00
Sucrose	500.00	370.00
Cellulose powder	50.00	50.00
Corn oil	50.00	30.00
Lard	—	170.00
Mineral mixture (AIN-76) ¹	35.00	42.00
Vitamin mix (AIN-76) ²	10.00	12.00
Choline bitartrate	2.00	2.00
Cholesterol	—	10.00
tert-Butylhydroquinone	0.01	0.04
Total (g)	1,000.0	1,000.0

¹AIN-76 mineral mixture (grams/kg); calcium phosphate 500, sodium chloride 74, potassium citrate 2220, potassium sulfate 52, magnesium oxide 24, magnesium carbonate 3.5, ferric citrate 6, zinc carbonate 1.6, cupric carbonate 0.3, potassium iodate 0.01, sodium celenite 0.01, chromium potassium sulfate 0.55, sucrose 118.03

²AIN-76 vitamin mixture (grams/kg); thiamin HCL 0.6, riboflavin 0.6, pyridoxin HCL 0.7, niacin 3, calcium pantothenate 1.6, folic acid 0.2, biotin 0.02, vit B₁₂ 1, vit A(500,000U/gm) 0.8, vit D₃(400,000U/gm) 0.25, vit E acetate(500 U/gm) 10, menadione sodium bisulfite 0.08, sucrose 981.15

ND; normal diet (AIN-76), HFD; high-fat diet (20% fat, 1% cholesterol)

# Supplementary material for: Time-course microarrays reveal early activation of the immune transcriptome and adipokine dysregulation leads to fibrosis in visceral adipose depots during diet-induced obesity
**Source:** BMC Genomics. 2012 Sep 4;13:450. doi: 10.1186/1471-2164-13-450
**Supplement:** Additional file 2 — Table S2.Primer sequences used for RT-qPCR validation of microarray data.

Table S2 Primer sequences used for RT-qPCR validation of microarray data

**Gene**	**Primer direction**	**Primer sequence**
Glyceraldehyde-3-phosphate dehydrogenase (<i>Gapdh</i>)	Forward	5'-ACAATGAAT ACGGCTACAGCAACAG-3'
	Reverse	5'-GGTGGTCCAGGGTTTCTTACTCC-3'
Leptin (<i>Lep</i>)	Forward	5'-AGGGAGGAAAATGTGCTGGAGAC-3'
	Reverse	5'-GATACCGACTGCGTGTGTGAAATG-3'
Adiponectin (<i>Adipoq</i>)	Forward	5'-GGTCTTCTTGGTCCTAAGGGTGAG-3'
	Reverse	5'-GCGGCTTCTCCAGGCTCTC-3'
Resistin (<i>Retn</i>)	Forward	5'-GCTGCTCCTGTGGCTCTGC-3'
	Reverse	5'-GGCTGCTGTCCAGTCTATCCTTG-3'

# Supplementary material for: Time-course microarrays reveal early activation of the immune transcriptome and adipokine dysregulation leads to fibrosis in visceral adipose depots during diet-induced obesity
**Source:** BMC Genomics. 2012 Sep 4;13:450. doi: 10.1186/1471-2164-13-450
**Supplement:** Additional file 3 — Table S3.Body weight gain, food intake and food efficiency in C57BL/6 J mice fed the different diets for 24 weeks. Data shown as means ± S.D. Values are significantly different from the ND group according to Student's t-test: *p < 0.05, **p < 0.01, ***p < 0.001. ND: normal diet (AIN-76), HFD: high-fat diet (20% fat, 1% cholesterol), FER: food efficiency ratio.

Table S3 Body weight gain, food intake and food efficiency in C57BL/6J mice fed the different diets for 24 weeks.

		0wk	2wks	4wks	6wks	8wks	12wks	16wks	20wks	24wks
Body weight<br>(g)	ND		20.86±0.22	24.3±0.31	25.63±0.26	27.60±0.55	31.32±0.61	32.48±0.89	35.29±0.99	33.43±0.86
	HFD	18.02±0.39	21.45±0.32	25.52±0.44*	27.14±0.60*	30.39±0.78**	36.28±0.80***	42.44±1.71**	44.43±1.35***	45.92±0.60***
Food intake<br>(g)	ND		4.09±0.13	3.83±0.17	3.75±0.05	3.91±0.08	3.84±0.08	3.77±0.10	3.79±0.07	4.15±0.07
	HFD	-	3.29±0.12***	3.05±0.09***	3.21±0.06***	2.99±0.09***	3.00±0.06***	3.17±0.14**	3.27±0.10***	3.16±0.09***
FER	ND		0.09±0.003	0.06±0.003	0.05±0.003	0.05±0.002	0.04±0.001	0.03±0.002	0.03±0.001	0.02±0.002
	HFD	-	0.10±0.006	0.09±0.006***	0.07±0.004***	0.08±0.003***	0.97±0.002***	0.06±0.004***	0.06±0.002***	0.06±0.002***

Data shown as means ± S.D. Values are significantly different from the ND group according

to Student's test: *p<0.05, **p<0.01, ***p<0.001.

ND; normal diet (AIN-76), HFD; high-fat diet (20% fat, 1% cholesterol), FER; food efficiency ratio.

How the deposited data were processed for this re-analysis (not part of the article)

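RNA of epididymal WAT (EAT), mesenteric WAT (MAT) and liver from C57BL/6J mice fed the HFD or the ND was measured on Illumina MouseWG-6 v2 arrays with 45281 probes. The data comprise 30 EAT arrays (10 groups of 3 pools), 10 MAT arrays (1 pool per group) and 51 liver arrays (17 groups). The authors extracted probe intensities with BeadStudio (3.1.3 in the submitters' processing notes, which also name R 2.4.1). For EAT and MAT the authors deposited intensities without normalization, on a linear scale, with a detection p-value per probe. The authors also deposited quantile normalized log2 values for all arrays, and the liver was taken from these. Each array's condition was taken from the submitters' labels.
Intensities of EAT and of MAT were quantile normalized separately and log2 transformed in R 4.3.3. Gene symbols came from the array annotation supplied with the data and were matched to a reference gene table. A symbol was given for 34885 probes, several for 18 and none for 10378, and 34807 matched, for 19057 distinct symbols. No probe was named for Cd68 or Cfd. Probes were not filtered on detection.
HFD was compared with ND at each week with limma 3.58.1 (lmFit and eBayes), in 1 fit over the 30 EAT arrays and 1 over the liver arrays, with Benjamini-Hochberg adjustment over the probes of a week, an adjusted p under 0.05 and an absolute log2 fold change over 1. The difference between weeks was an F-test of the interaction, and a trend of the diet effect with week was tested as 1 coefficient. MAT probes changed over 2-fold at a week were counted without a test, since each group has 1 array, and a diet effect over the weeks together was not tested. In all, 56 gene lists of pathways and cell types were tested with limma's camera, at an inter-gene correlation of 0.01, adjusted over lists and weeks, with 1 probe per gene. In MAT the median of a list was placed among 10000 random lists matched in 20 bins of signal. Age-dependent probes rose or fell in group mean at each step between weeks in both diets. Body weight was the paper's mean of each group, 5 per diet for 15 arrays. Pearson's and Spearman's correlations were tested with 100000 permutations of single arrays, which take the pools of a group as independent.
On each EAT array 39.8% to 47.7% of the probes had a detection p under 0.05, and on each MAT array 35.8% to 45.2%. A gene not detected in any pool of a group was given a bound or no fold. An exact test of 3 pools against 3 cannot give a p under 0.1, so that the moderated test of limma was used.
The procedure was tested on simulated data made from these arrays. Of 50 probes planted at each size, 48 were called at a log2 change of 1.2, 50 at 1.5, 49 at 2 and 50 at 3, and 3 of 45066 unchanged probes were called. Camera called 0 of 53 lists that held no shifted gene. The simulated noise was independent between genes, so that this does not test camera on correlated genes. Of 200 planted age-dependent probes 199 were found, and of 200 planted trends 196 were called, with 13 other probes. Of 53 unshifted lists, 4 lay outside the central 95% of random lists, and 2 of 20 unrelated value sets had a permutation p under 0.05.
Genes were named by a rule: each gene that the paper names for an array result, the 10 largest rises and falls at each EAT week among HFD-responsive probes whose pools do not overlap between diets, the 10 largest in MAT among probes detected on both arrays, the 10 largest mean changes in liver, and members of the gene lists as examples. The values of Table S4 and of Figs. 4 to 7 had been seen by then. Which list members and which of the largest changes to name was chosen after their values were seen. Comparisons, gene lists and most alternatives were set before the data were examined.
The alternatives were median scaling, normexp background correction with an offset of 16 (neqc), each week fitted alone, the deposited normalized values, unadjusted p-values, the t-test of the methods, a filter on detection in 3 arrays, distinct symbols, a replicate block, an estimated inter-gene correlation for camera, other probes of a gene, and leaving out each replicate. The alternatives chosen after seeing the data were leaving out the 2-week arrays, subtracting the ND 20-to-24-week difference at 2 weeks, leaving out HFD pools 2 and 3 of 4 weeks, correlating only arrays with a low background, and leaving out single replicates for the interaction and the trend. The chip on which an array lay is not given, so a chip effect was not modelled. The paper's enrichment of annotation terms was not repeated, since the annotation database was not available. RT-qPCR and plasma values have no deposited data and were left out.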

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

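The tests of a batch shared by the 2-week ND and the 24-week arrays in EAT, of the batch of the 24-week arrays, of the other probes of a gene, of single arrays not used to choose the probes and of the probes lost without the array with a testis signal were chosen after the result was seen. The liver arrays and the signals of other tissues stand here because the paper does not discuss them, and the interactions because the diet effect differed between weeks.
The diet effect in EAT differed between weeks for 13145 probes (F-test by limma, adjusted p under 0.05), and for 2740 without the 2-week arrays. Among the genes that the paper names, the smallest interaction p-values were those of Rgs1 (adjusted p = 1.43e-13), Adam8 (8.9e-13) and Cd180 (1.04e-11). These 3 rose at 20 and 24 weeks.
The 2-week response was the largest in EAT, and its ND arrays share a high background with the 24-week arrays. Of 1216 HFD-responsive probes detected on all 6 arrays, 99.59% were called in the same direction after background correction. The correction also raised the 2-week count from 1933 to 4851, so that a call was likely to persist. This share therefore does not settle whether the background level had a part. The other detected probes of the same genes changed by 0.0483 of the change of the responsive probes, which argues against a change of the whole transcript. A batch of the 2-week ND arrays may account for much of it: the ND arrays changed from 2 to 4 weeks by 0.798 of the median 2-week diet effect, against 0.206 for the HFD arrays, and those of 20 weeks differed from those of 24 weeks by 0.85 of it. Since the 2-week ND arrays also served to choose the probes, the change from 2 to 4 weeks was measured again on single arrays not used for the choice, which gave 0.791 to 0.822 on the ND and 0.0876 to 0.164 on the HFD. In MAT the value for 20 and 24 weeks was 0.911. A testis signal in HFD pool 1 is not the source of most of it: 79.88% of the probes were called in the same direction without that array, just under the 80% set beforehand, but above the 50% that this source could leave by more than the spread between arrays left out (SD 5.36%). For the 20.12% lost it cannot be told apart from the loss of an array, since leaving out another array kept 87.6% to 94.8%. Carried-over epididymis cannot be told apart either: its genes were higher by a median log2 of 1.34 over the 9 detected on 3 or more arrays, of which 3 were detected on HFD arrays only, but by 0.34 over all 18 (camera adjusted p = 0.312). A diet effect at 2 weeks stays open, since diet and batch coincide there.
At 8 weeks liver transcripts appeared in all 6 EAT arrays of both diets. The log2 excess over the other weeks was 5.57 for Apoa1, 5.65 for Ttr, 4.41 for Ahsg and 4.39 for Hpx. Across the 11 measured hepatocyte genes the excess rose with the signal in liver (Spearman's rho 0.836), which liver RNA carried over into the pools would give. All 11 genes were used, since no detection p-values were used for liver, and 3 of them are weak in liver on these probes. The SD between genes of the log2 ratio of excess to liver signal was 1.38. Neither the rho nor the SD decides the source, since 5 of the 11 genes, at log2 15.76 to 15.9, lie near the top of the scale in liver, and others near the background. Liver RNA carried over into the pools and expression by the fat itself both stay open.
The immune rise in EAT at 20 and 24 weeks was weighed against 3 technical explanations. A lower share of adipocyte RNA would raise other cell types alike, but the macrophage list rose above the endothelial list by a median log2 of 1.46 at 24 weeks. A batch of the 24-week arrays would leave 20 weeks out, but the lower of the medians at the 2 weeks was 0.882. Single arrays would carry it, but the lowest median without 1 array was 0.791. A larger share or activity of macrophages on the HFD may underlie it, as a hypothesis that was found on these arrays and was not itself tested.
Signals of neighbouring tissues were found in single arrays. The testis and sperm list lay 3.91 above the median of the EAT arrays in HFD pool 1 of 2 weeks, and the epididymis list 3.24 and 4.95 above it in HFD pools 2 and 3 of 4 weeks (log2). In MAT the intestinal epithelium list differed between diets by -2.59 at 8 weeks and 2.42 at 24 weeks, and the skeletal muscle list by -4.56 at 2 weeks, without replicates.
In liver, 419 probes responded to the diet at 1 or more of 8 weeks.
Other splits of the arrays were counted. For 6 arrays there are 10 splits, too few for a share under 0.05. The real and the highest other count of HFD-responsive probes were 1933 and 0 at 2 weeks, 60 and 172 at 4 weeks, 37 and 1 at 8 weeks, 485 and 11 at 20 weeks and 572 and 1 at 24 weeks. At 4 weeks 3 of 10 splits gave as many, and the split with 172 sets HFD pools 2 and 3 with ND pool 3, which points to a structure of these arrays other than diet. The liver values were 101 and 0, 137 and 0, 125 and 0, 193 and 0, 87 and 0, 137 and 2, 98 and 0, and 197 and 0 in the order of the 8 weeks, where 1 split, the real one, gave as many at each week. Diet was also regrouped within each week, in 100 regroupings with the real one included. The real EAT count was the largest for the probes responsive at any week (2748, highest other 2739), the trend (9017 and 8525) and the list tests (89 and 84). For the interaction (13145) 2 of 100 were as large, with a highest of 13309. In liver the real count was the largest for the probes (419 and 200) and the lists (193 and 107), so that chance can be excluded there. In EAT the high values came from the 12 regroupings that kept the 2-week split: among the others the highest were 546, 634, 664 and 70. The median number of list calls among these others was 43, so that many lists are called without the real grouping. Since diet coincides with the background of the arrays at 2 weeks, the EAT totals do not separate diet from batch.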

How the results depend on the processing

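The subtraction at 2 weeks, leaving out the 2-week arrays, leaving out HFD pools 2 and 3 of 4 weeks, and the single-replicate values of the interaction and the trend were chosen after seeing the data. Where a value changed, the cause was not tested unless stated. The deposited normalized values gave the same calls for all 635 EAT gene values, while with each week fitted alone 60 gained a call, mostly at 8 weeks, and 20 lost one.
After normexp background correction (neqc) the HFD-responsive probes in EAT numbered 4851, 117, 1095 and 1237 at 2, 8, 20 and 24 weeks and 6435 at any week, and in MAT 3521, 524, 744, 779 and 2009 at the 5 weeks and 5610 at any week were over 2-fold. The median change of all probes at 2 weeks in EAT was -0.103 under median scaling and -0.0465 under quantile normalization, and under median scaling 1 MAT list median changed sign, chemokines at 2 weeks (-0.00267). At 4 weeks in EAT the total was 0 with each week fitted alone, 157 at an unadjusted p, and 6 and 0 with the t-test of the methods, unadjusted and adjusted. The adjusted t-test gave 0, 92 and 107 at 8, 20 and 24 weeks and 1695 at any week. Distinct symbols numbered 239 and 580 in MAT at 8 and 24 weeks. In liver, each week alone gave 89 at 4 weeks and 36 at 16 weeks.
With an estimated inter-gene correlation 20 of the 89 called EAT list results passed, none of them a decrease, and 78 of 193 in liver. Without the 2-week arrays 860 probes responded at any week, the interaction passed for 2740 and the trend for 3328. Less the ND 20-to-24-week difference 185 EAT probes were called at 2 weeks, 86 of them shared in direction with the 1933, and in MAT 2384 probes were over 2-fold, 303 of them shared. The subtraction also lowers precision. Ptpre had a 2-week log2 value of 0.32 (adjusted p = 0.0182 from limma) and a larger one of 0.46 after it (adjusted p = 0.0689). Leaving out HFD pools 2 and 3 keeps 1 HFD array at 4 weeks, too few for a count of probes. Of the lists called with all pools, 3 then changed the sign of their median: smooth muscle (-0.0798), skeletal muscle (-0.043) and epididymis (-0.50). A replicate block gave 1934 at 2 weeks and changed no list call, and same-numbered pools were not paired (correlation -0.325 to 0.313).
Leaving out 1 array in turn gave 1713 to 2195 HFD-responsive probes at 2 weeks, 3 to 276 at 4 weeks, 23 to 30 at 8 weeks, 401 to 568 at 20 weeks, 549 to 727 at 24 weeks and 2553 to 2996 at any week. The interaction ranged from 11751 to 14052, the trend from 7817 to 9388, list calls from 84 to 92 and adipokine calls from 12 to 16. Of the EAT gene values, 144 lost a call and 21 gained one, counted over each array left out. At 4 weeks each of the 6 arrays moved the count by over 1.5 times. Liver ranges were 81 to 107, 82 to 193, 121 to 139, 177 to 224, 80 to 91, 104 to 258, 78 to 105 and 189 to 209 at the 8 weeks, and 396 to 514 at any week. The median of the bile acid list at 8 weeks ranged from -0.0427 to 0.0499, the latter, with a changed sign, without ND pool 3.
Less the ND 20-to-24-week difference these 2-week values changed sign: Ccl2 (-0.10), Tgfb1 (0.13), Mmp12 (-0.80), Col4a5 (-0.15), Col8a1 (-0.22), Col16a1 (-0.0731), Ctsb (-0.0395), Ctss (-0.0136), Me1 (-0.37), Fdps (0.68), Nsdhl (0.0683), Mpeg1 (-0.0473), Gpnmb on probe ILMN_2648669 (0.28) and Acta1 (-0.73).
On other probes of the gene these changed sign at 2 weeks: Mmp3 (0.73), Col8a1 (-0.0243), Ctsa (-0.55, -0.26, -0.16 and -0.26), H2-DMb2 (-0.0333), Ptpre (-0.27 and -0.18), Nsdhl (0.72), Lpl (-1.6 and 0.00795), Vegfa (-1.13), Saa1 (-0.26) and Csf1r (-0.52). At 8 weeks Saa1 did so (-0.0638), at 20 weeks Cd44 (-0.0176), Mmp13 (-0.0209) and H2-DMb2 (-0.43), and at 24 weeks H2-DMb2 (-0.43) and Ptpre (-0.0352 and -0.27). Of 580 values on other probes 211 were left out because the probe was not detected on any array, and 22 of the 369 kept changed sign, of which 12 were among the 253 detected on all 6 arrays.
Signal over background limits the dim genes: under the series' own detection p-values over 50% of probes were not detected on an array, and their folds are bounds or were left out.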

Differences from the paper's values

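The values on other probes were compared after the figures had been seen. A count or a fold is taken to differ where one value is over 1.5 times the other, a fold also by more than the SD between pools, a log2 value by more than that SD, and a correlation by more than its jackknife error. Of the 36 counts of Table 1 compared, which are genes there and probes here, 3 differ by this rule, all at 4 weeks in EAT, while most of the others are higher here by less than that. The 70 log2 values of Table S4 show 0 differences, its fold change column matching on the log2 scale.
At 4 weeks in EAT the paper's Table 1 gives 3 genes, 1 up and 2 down, and limma gives 60 probes, 60 up and 0 down. The paper's methods name limma at the thresholds used here for these calls, while the note to Table 1 gives a p under 0.05 and a fold over 2 and names no adjustment. The total still differs under median scaling (48), neqc (69), each week alone (0), a replicate block (43), the deposited normalized values (60), the filter on detected probes (70), unadjusted p (157), the t-test of the methods (6 unadjusted, 0 adjusted) and distinct symbols (43). It is 3, the paper's total, without ND replicate 1, without ND replicate 3 or without HFD replicate 2, and differs without ND replicate 2 (6), HFD replicate 1 (276) or HFD replicate 3 (20). The number up differs under each of the alternatives set before the data were examined. The number down does not differ by this rule under median scaling (3), unadjusted p (2), the unadjusted t-test (2) or without ND replicate 2 (2), and differs under the others.
The correlation with body weight on the HFD is about 0.97 in Fig. 4 (read by eye) for Emr1, the paper's value, and 0.978 here, and about 0.98 in Fig. 4 (read by eye) for Evi2a and 0.986 here. Leaving out the 2 arrays farthest from the median body weight gave 0.983 for Emr1 and 0.985 for Evi2a, which differ by the rule as well. Values read by eye to 2 decimals are no finer than these gaps, so that the gaps can come from the reading.
For the Dcn fold at 2 weeks the paper shows about 4.8 in Fig. 7 (read by eye), while the fold here is 1.05. It differs under median scaling, neqc, each week alone, a replicate block, the deposited normalized values and without any 1 replicate, and on probes ILMN_1254458 and ILMN_2604695, and does not differ on probe ILMN_2596346 (4.81).
For Col5a1 at 2 weeks the paper shows about 8.4 in Fig. 7 (read by eye), while the fold here is 1.07. It differs under median scaling, neqc, each week alone, a replicate block, the deposited normalized values and without any 1 replicate. The text names Col3a1 instead, whose fold here is 8.34.
For Ctsa at 2 weeks the paper shows about 0.7 in Fig. 7 (read by eye), while the fold here is 1.34. It differs under median scaling, neqc, each week alone, a replicate block, the deposited normalized values and without any 1 replicate. It does not differ on probes ILMN_1213617 (0.685), ILMN_2681631, ILMN_3120827 and ILMN_3045359.
The paper states that Lep was up-regulated. Here Lep passed at no week over all probes in EAT, and it passed at 8 weeks with that week fitted alone (log2 0.36, adjusted p = 0.0372) and at 20 weeks under median scaling (log2 0.63, adjusted p = 0.00239). Its signals at 20 and 24 weeks lay near the top of the scale, so that a larger rise there is not excluded. The paper states that Adipoq fell consistently over the weeks, while on these arrays it passed at 24 weeks. For Retn the paper reports no significant change, while here it fell at 2 and 24 weeks at under 2-fold. Its 2-week fall did not pass less the ND 20-to-24-week difference, chosen after seeing the data (-0.37, adjusted p = 0.294 from limma). The paper also measured Lep, Adipoq and Retn by RT-qPCR, which is not compared here.
For these and the following genes the paper's figures mark a p under 0.05 by a test of each gene, with no adjustment named. A gene passed here at an adjusted p over all probes, which is a stricter threshold. The paper places the rise of 5 Toll-like receptor genes at week 8. None of Tlr2, Tlr6, Tlr7, Tlr8 and Tlr13 passed at 8 weeks over all probes. With that week fitted alone Tlr2 (adjusted p = 0.00407), Tlr7 (0.0445), Tlr8 (0.00431) and Tlr13 (0.00146) passed, as did Irf5 (0.036), and under median scaling Tlr2 did (0.0273). Of the 11 measured CD antigens, which the paper has rising from week 8, Cd84 passed at 8 weeks. With that week alone Cd44 (adjusted p = 2.44e-05), Cd72 (0.0433), Cd180 (0.00734) and Cd300a (0.0156) passed too. Cd44 passed under median scaling (0.0443), and Cd180 under neqc (0.0347) and without HFD replicate 1 of 8 weeks (0.0309).
The paper has Mmp2, Mmp3 and Mmp13 rising from week 8, where none of them passed here, although Mmp3 did with that week alone (adjusted p = 0.0405). It has Ctsk, Ctss and Ctsz higher at week 8, where they passed only with that week alone (adjusted p = 0.00775, 0.000113 and 0.0255). It has Saa3 higher at 20 and 24 weeks, while here Saa3 passed at 20 weeks, and at 24 weeks only without HFD replicate 2 (adjusted p = 0.0426). It has Lum higher at an early stage, while here Lum first passed at 20 weeks on the brightest probe. It passed at 8 weeks with that week alone (adjusted p = 0.000531) and under median scaling (0.0387), and at 2 weeks on probe ILMN_2773259 (log2 2.41, adjusted p = 1.68e-12). The paper states that Dcn was down-regulated, and here it passed at no week on the brightest probe, while at 2 weeks probes ILMN_2596346 (log2 2.27, adjusted p = 6.74e-09) and ILMN_2604695 (1.67) rose.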

Other observations

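The test on the other probes of a gene, whose values stand here by week, was chosen after the values of Dcn, Lum and Emr1 on several probes had been seen. The liver comparisons were planned.
In liver, MHC class II genes rose on the HFD and cholesterol synthesis genes fell. Averaged over the 8 weeks, the log2 fold change was 2.8 for Lcn2, 2.56 for Saa3, 2.45 for Saa1, 2.21 for Ubd and 2.00 for the lipid droplet gene Plin4, each HFD-responsive at 8 of 8 weeks, and 1.86 for the MHC class II chain gene H2-Eb1 (6 weeks). Cyp17a1 fell by 2.67, Fdps by 1.83 and Sqle by 1.39, each at 8 weeks, and Acacb by 1.44 at 7 weeks. Cholesterol synthesis genes were called down by camera at 8 weeks, and at 8 with an estimated correlation (medians -0.82 to -0.39). MHC class II genes were called up at 8 weeks (6 with an estimated correlation, medians 0.57 to 2.19), macrophage genes at 8 (5, medians 0.27 to 0.82) and complement genes at 7 (7, medians 0.03 to 0.27). Acute-phase genes as a list were called up at 7 weeks but at 2 with an estimated correlation (medians 0.0299 to 0.18). The numbers of HFD-responsive probes in liver are given above.
In EAT at 24 weeks, when 8 of 13 adipocyte genes also fell and none rose (median -0.46), genes of branched-chain amino acid breakdown fell, 9 of 18 with none up (median -0.55, camera adjusted p = 3.68e-06, or adjusted p = 0.0904 with an estimated correlation), Ivd by 0.71 on the log2 scale (another Ivd probe had -0.0868, adjusted p = 0.563). Of 22 oxidative phosphorylation genes 8 fell and none rose (median -0.42, adjusted p = 0.205 with an estimated correlation), and of 21 triglyceride storage genes 7 fell and 1 rose (median -0.36, adjusted p = 0.262 with an estimated correlation). At 4 weeks 4 of 16 interferon response genes rose and none fell (median 0.35, adjusted p = 4.11e-09, or adjusted p = 0.119 with an estimated correlation). The epididymis list moved more in the same arrays (median 2.29), through HFD pools 2 and 3. Without these pools, a choice made after seeing the data, 1 HFD array is left at that week. A rise of interferon genes apart from the epididymis signal can therefore not be tested. The interferon gene Gbp2 rose by 1.07 on the log2 scale and did not pass on another probe (0.82, adjusted p = 0.106), with that week fitted alone (0.655) or under median scaling (0.0546).
Gapdh, the reference gene of the RT-qPCR, had log2 fold changes of -0.80 (standard error 0.0943, adjusted p = 3.39e-07), -0.38, -0.17, -0.09 and -0.31 (adjusted p = 0.0366) in EAT at 2, 4, 8, 20 and 24 weeks, of which the one at 20 weeks was 0.24 under median scaling. The fall at 2 weeks did not pass less the ND 20-to-24-week difference (-0.31, adjusted p = 0.199), a choice made after seeing the data. The fall at 24 weeks did not pass under median scaling or with that week alone (adjusted p = 0.076), and that at 4 weeks passed with a replicate block (adjusted p = 0.0461). In MAT it differed by -0.85, -0.67, 0.06, -0.66 and -1.38, and at 8 weeks by -0.04 under median scaling.
The median signed change of the other detected probes of the HFD-responsive genes, against that of the responsive probes, was 0.07 and 1.36 at 2 weeks, 1.35 and 1.21 at 4 weeks, 1.01 and 1.08 at 8 weeks, 1.24 and 1.34 at 20 weeks, and 1.21 and 1.36 at 24 weeks.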
